# Effect of the *res2* transcription factor gene deletion on protein secretion and stress response in the hyperproducer strain *Trichoderma reesei* Rut-C30

**DOI:** 10.1186/s12866-023-03125-z

**Published:** 2023-11-30

**Authors:** Jawad Alharake, Frédérique Bidard, Thiziri Aouam, Catherine Sénamaud-Beaufort, Antoine Margeot, Senta Heiss-Blanquet

**Keywords:** Fungi, *Trichoderma reesei*, Cellulases, Secretion, Secretion stress, UPR

## Abstract

**Background:**

The fungus *Trichoderma reesei* is one of the most used industrial cellulase producers due to its high capacity of protein secretion. Strains of *T. reesei* with enhanced protein secretion capacity, such as Rut-C30, have been obtained after several rounds of random mutagenesis. The strain was shown to possess an expanded endoplasmic reticulum, but the genetic factors responsible for this phenotype remain still unidentified. Recently, three new transcription factors were described in *Neurospora crassa* which were demonstrated to be involved in protein secretion. One of them, RES2, was involved in upregulation of secretion-related genes. The aim of our present study was therefore to analyze the role of RES2, on protein secretion in the *T. reesei* Rut-C30 strain.

**Result:**

Deletion of the *res2* gene in Rut-C30 resulted in slightly slower growth on all substrates tested, and lower germination rate as well as lower protein secretion compared to the parental strain Rut-C30. Transcriptomic analysis of the Rut-C30 and the Δ*res2* mutant strain in secretion stress conditions showed remarkably few differences : 971 genes were differentially expressed (DE) in both strains while 192 genes out of 1163 (~ 16.5%) were DE in Rut-C30 only and 693 out of 1664 genes (~ 41.6%) displayed differential expression solely in Δ*res2*. Notably, induction of protein secretion by cultivating on lactose and addition of secretion stress inducer DTT induced many genes of the secretion pathway similarly in both strains. Among the differentially expressed genes, those coding for amino acid biosynthesis genes, transporters and genes involved in lipid metabolism were found to be enriched specifically in the Δ*res2* strain upon exposure to lactose or DTT. Besides, redox homeostasis and DNA repair genes were specifically upregulated in the Δ*res2* strain, indicating an altered stress response.

**Conclusion:**

These results indicate that in the *T. reesei* Rut-C30 strain, RES2 does not act as a master regulator of the secretion pathway, but it contributes to a higher protein secretion by adjusting the expression of genes involved in different steps of protein synthesis and the secretion pathway.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12866-023-03125-z.

## Background

 The filamentous fungus *Trichoderma reesei* is a well-known enzyme producer, and hypersecreting strains are industrially used to produce cellulases. One of the best studied hyperproducing strains is Rut-C30 that has been derived from the wild type (WT) strain QM6a by several rounds of mutagenesis. Sequencing of both strains has revealed a total of 269 single nucleotide polymorphisms (SNPs), three chromosomal translocations, one inversion, eight small insertions or deletions (indels), and five large deletions in Rut-C30 [1–3]. Moreover, *cre1* is truncated at its 3’ end with a loss of 2478 base pairs resulting in a low basal cellulase expression in the presence of D-glucose [4]. Rut-C30 is also unable to efficiently grow and produce enzymes on α-linked glucans [5].

In addition to having efficient systems for transporting carbon sources and highly inducible cellulase genes, mutant *T. reesei* strains, such as Rut-C30 also possess a well-developed secretion system. Rut-C30 was found to secrete 2.7 times more proteins than QM6a in 6% (w/v) roll-milled cotton [6]. Using transmission electron microscopy (TEM), several studies investigated the ultrastructure of *T. reesei* [7–9]. They found a link between the high protein secretion capacity of Rut-C30 and the changes in its ultrastructural characteristics in relation to the wild type QM6a. On a microcrystalline cellulose culture, an approximately seven-fold higher ER content in Rut-C30 than in QM6a was observed during the secretory phase, i.e. during the third and sixth day of culturing. Unlike QM6a that had short and vesicular or narrow intracisternal ER profile, Rut-C30 was distinguished by its long and stacked ER whose cisternal space was wide and filled with amorphous material [7]. Similarly, a culture of QM6a and Rut-C30 on microcrystalline cellulose resulted in an about three-fold transient increase in the ER surface area in Rut-C30 after 96 h of culture in comparison to QM6a [8]. In addition, [9] demonstrated that distinct ultrastructural features of Rut-C30 in the early secretory pathway (24 h of cellulase induction) are inherent to the strain rather than a response to increased protein secretion. Despite the sequencing of Rut-C30 and QM6a, there is still no straightforward explanation for these ultrastructural characteristics of Rut-C30.

The secretion system has been well studied in other organisms such as *S. cerevisiae*, *Aspergillus* species and higher eukaryotes [10]. In fungi, most secreted proteins follow the ER-Golgi secretion pathway. After polypeptides are synthesized in the ribosomes, they are processed in the endoplasmic reticulum (ER) and then in the Golgi-apparatus before being secreted into the extracellular medium via secretory vesicles [10, 11]. Certain conditions, however, such as high load of protein production, inhibit the proper folding of proteins resulting in secretion stress. In response to secretion stress, several mechanisms are activated, mainly the unfolded protein response (UPR), UPR-linked ER-associated degradation (ERAD) pathway, and repression under secretion stress (RESS) response [12]. UPR is a highly conserved intracellular signaling pathway between the ER and the nucleus, and it involves two main regulators: ER-transmembrane protein IRE1 and a bZIP transcription factor HAC1. Upon secretion stress, HAC1 is activated, leading to its migration to the nucleus and binding to the unfolded protein response elements (UPREs) found in the promoters of certain genes, such as the ER-chaperon *bip1* and the foldase *pdi1*, which reinforce ER folding capacity [13]. Interestingly, various mechanisms exist for the regulation of UPR in fungi. Some of the mechanisms are HAC1-independent, as found in *A. niger*, [14] while others are IRE1-independent, as it is the case in yeast [15, 16] where TFs different than HAC1, such as Gcn4p, might induce the expression of UPR target genes [17]. In *T. reesei*, the activation of UPR in an IRE1/HAC1-dependent manner has been evidenced upon treatment with DTT and in heterologous protein producing strains 13]. DTT induces UPR by preventing the formation of disulfide bonds which is required for the proper folding of proteins and their transport from the ER [12]. UPR was also triggered during cellulase secretion in lactose containing media [18]. In cDNA subtraction libraries, more than 400 genes including previously known UPR-related genes were found to be induced under secretion stress [13]. But it is presently not known if also other regulators are involved in the control of this secretion stress response, and if these could be responsible for the hyperproducing phenotype of Rut-C30.

In *N. crassa*, three TFs (RES-1, RES2, and RRG-2) have been identified to play a role in cellulase and hemicellulase secretion. Unlike Δ*res-1*, Δ*res2* and Δ*rrg-2* strains showed nearly 30% decrease of cellulase secretion in comparison to the WT [19]. Three- to fourfold reduction in expression of genes coding for hemicellulases was observed in addition to 1.6–1.8-fold decrease in *cbh-1* and *cbh-2* genes. Some of the differentially expressed genes in the Δ*res2* strain relative to the WT have roles in cellular export and secretion in addition to cellular import (endocytosis) which contribute to hyphal tip growth and tip secretion. It was thus suggested that RES2 regulates secretory pathways in *N. crassa* [19].

To elucidate the role of the RES2 homolog in *T. reesei* in secretion and the secretion stress response, the corresponding gene was deleted in the hyperproducing strain Rut-C30. The effect on growth and protein secretion was assessed and a transcriptomic analysis was conducted under two secretion stress conditions: cellulase induction by lactose and addition of dithiothreitol (DTT). Results show that RES2 does not have the same importance for protein secretion in *T. reesei* Rut-C30 as in *N. crassa* but exerts a more subtle regulatory function on protein synthesis, the secretion pathway and stress response.

## Results

### The *T. reesei* Δ *res2* mutant shows growth and germination defects

The *res2* ortholog in *T. reesei* was identified with fungiDB. Pair-wise sequence alignment with the *N. crassa* RES2 showed a 60% sequence identity on the amino acid level between both sequences. To study the role of the *res2* orthologue of *T. reesei*, the gene was deleted using CRISPR-Cas9. After genetic validation by PCR and sequencing, confirming the correct insertion of the deletion cassette, three of the validated transformants were randomly kept for further analysis. The absence of off-target integrations was also confirmed in these mutants by qPCR.

Although deletants showed no phenotype on transformation plates, we first wanted to investigate if the *res2* deletion impacts basic functions such as growth and germination. To address this question, Rut-C30 and the three deletion transformants were plated on solid minimal medium containing glucose or a cellulase secretion-inducing substrate such as lactose in the presence or absence of 1 or 5 mM DTT. Figure 1A shows that growth of both Rut-C30 and the mutant was faster on glucose and slower on lactose. However, growth of the *∆res2* mutant was clearly reduced compared to that in the Rut-C30 parental strain on both substrates, but especially on lactose, Fig. 1A. It is interesting to note that the mutant tended to grow better in the presence of glucose + DTT, reducing the difference with Rut-C30 (Fig. 1B). One hypothesis to explain this observation is that the reducing activity of DTT enhances the activity of some enzymes, as it is the case for cellobiase [20], which leads to increased availability of nutrients and increased fungal growth.

**Fig. 1:**
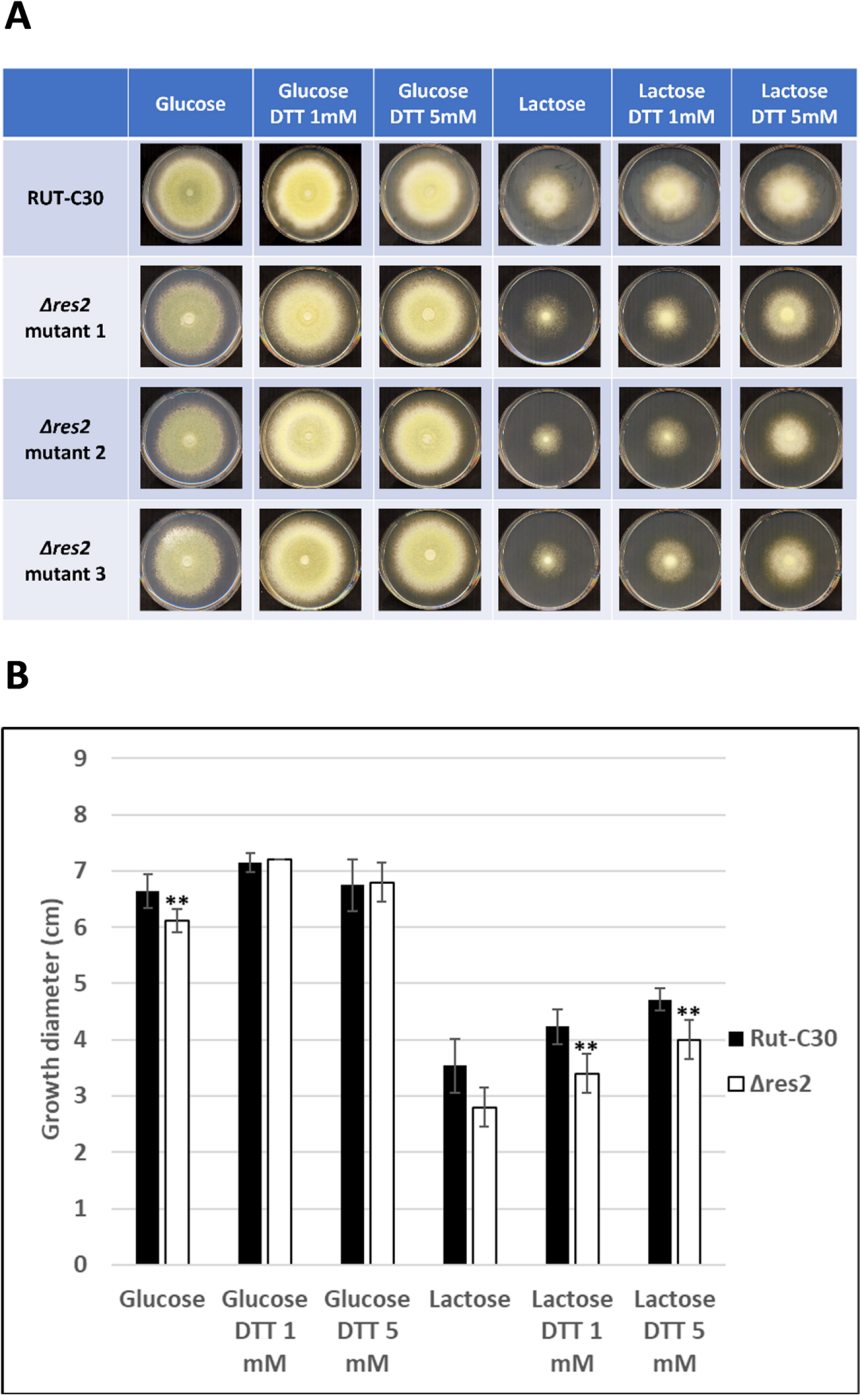
Growth of three ∆res2 transformants and Rut-C30 on different substrates.** A **Rut-C30 and Δres2 transformants were grown on minimal medium supplemented with 2% non-inducing substrate (glucose) or 2% inducing substrate (lactose), with or without addition of DTT. Photos and measurements were done on the fifth day after inoculation. For each strain, three biological replicates were assayed, but only one replicate is shown representatively. **B** Size of colonies of the ∆res2 mutant compared to its parental strain Rut-C30. The error bars indicate the standard deviation of three biological replicates. Significance of the difference between the Rut-C30 and the mutant strains was calculated with the two-tailed t-test with independent variables (**P < 0.01)

To investigate if growth was already affected at the germination step, we assessed the germination rate for both Rut-C30 and the Δ*res2* transformant 2 on three media: minimal medium with glucose as a non-inducing condition, and minimal medium containing lactose or soluble hydroxyethyl cellulose (HEC) as inducing substrates. Hyphal growth was detected after 14 h on glucose and lactose for the Rut-C30 strain (Additional file 1 and Fig. 2). Δ*res2* showed slower germination on the three substrates. On HEC, hyphae appeared after 21 h for both strains with a slight delay for the mutant strain (Fig. 2**)**. However, even if the germination rate was not or not much reduced for the Δ*res2* after 21 h on the three substrates, it can clearly be seen on Additional file 1 that the hyphal length of the mutant was much shorter.

**Fig. 2:**
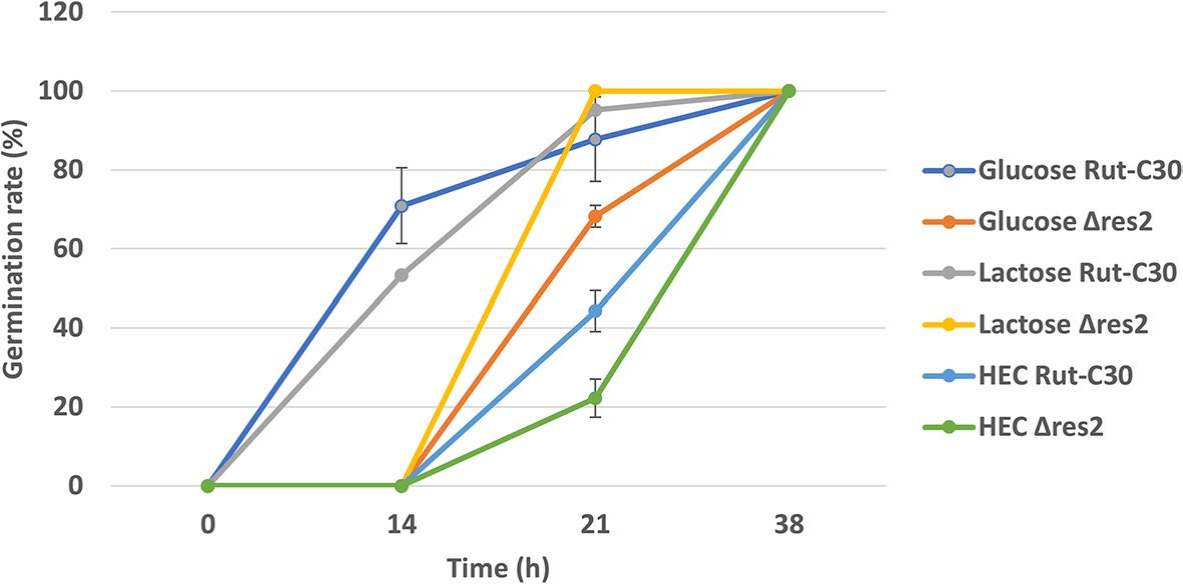
Germination rate of Rut-C30 and Δ*res*2 glucose, lactose and HEC. The error bars indicate the standard deviation of three biological replicates of one representative transformant of Δ*res2*

### Deletion of *res2* leads to reduced protein production

Protein secretion of the two strains was quantitatively measured after growing them in shake flasks in the presence of either glucose or cellulose + lactose. As expected, higher protein secretion was observed in the cellulase-inducing condition than with glucose for both strains. However, protein secretion in the three *∆res2* mutants was lower compared to that in the Rut-C30 parental strain (Fig. 3A). The biomass of the mutants and the parental strain were very similar or even slightly higher in the mutants, leading also to a reduced protein production yield in the *∆res2* strains (Fig. 3B). These results are in agreement with those of [19] where protein secretion decreased approximately by 30% in *N. crassa ∆res2* strains grown on 1% w/v crystalline cellulose supporting the hypothesis that the TF Res2 is involved the regulation of protein secretion.

**Fig. 3:**
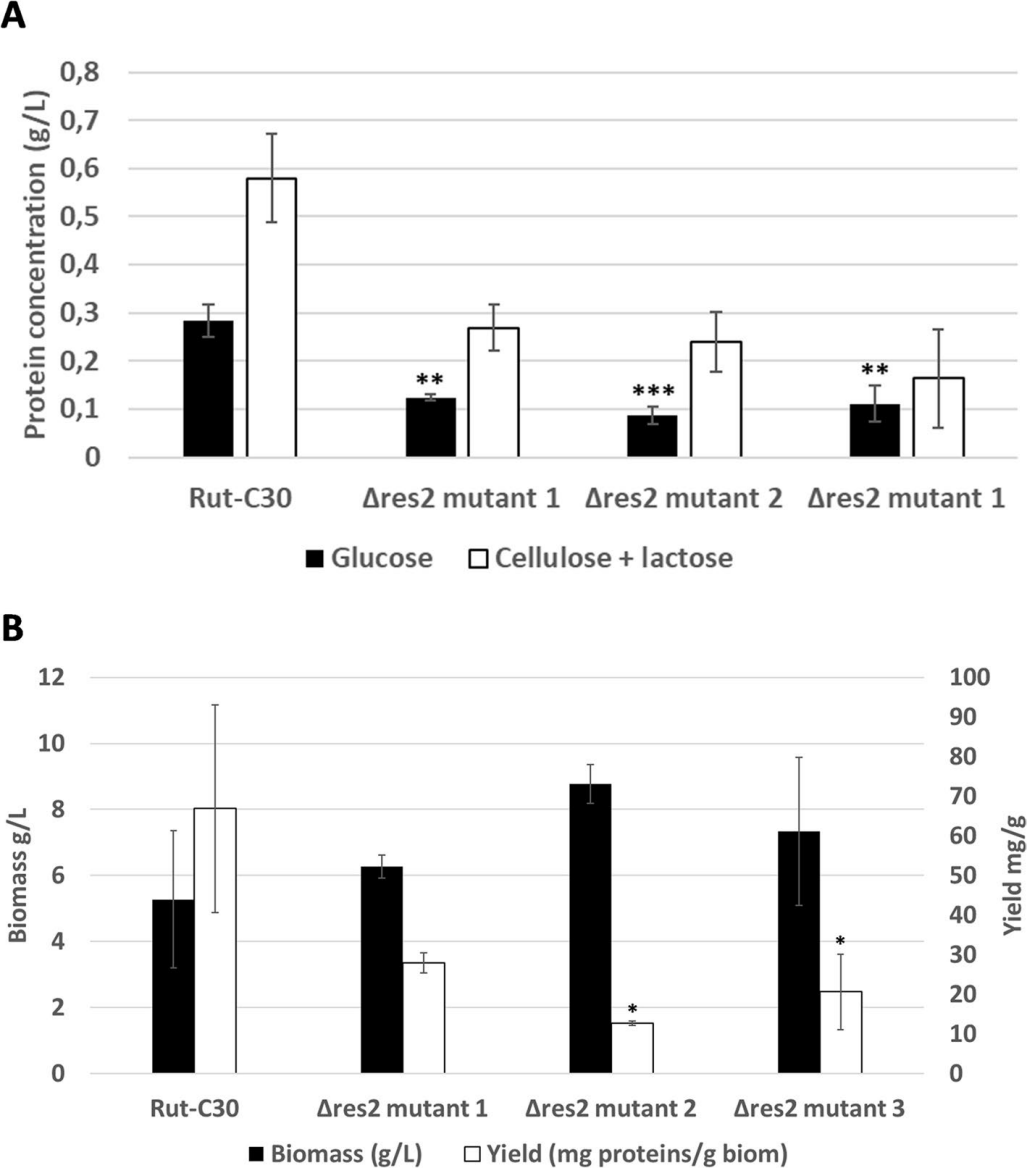
**A** Concentration of secreted proteins of ∆*res2* mutant and its parental strain Rut-C30. **B** Biomass and yield of ∆*res2* and Rut-C30 in glucose cultures. Strains were cultured for seven daysin 25 mL of BTCA medium in the presence of either glucose or cellulose and lactose. All cultures were inoculated with the same number of spores (~2x10^5^ spores). The error bars indicate the standard deviation of three biological replicates for glucose cultures and two biological replicates for cellulose + lactose cultures. Significance of the difference between the Rut-C30 and the mutant strains was calculated with the two-tailed t-test with independent variables (*P < 0.05, **P < 0.01, ***P < 0.001)

### Impact of secretion stress on gene expression in Rut-C30 and ∆*res2*

To determine if RES2 plays a role in the secretion pathway regulation or the secretion stress response in the hyperproducer Rut-C30, a transcriptomic study was conducted in conditions inducing secretion stress. It had previously been demonstrated that growth of Rut-C30 in lactose fed-batch culture [18] and addition of DTT [12] to *T. reesei* culture induce UPR. To choose appropriate stress conditions, preliminary fed-batch cultures on lactose and glucose with or without addition of DTT were conducted and the transcript levels of the UPR marker gene *bip1* determined at different time points by qPCR. Fed-batch fermentation allows to obtain a higher protein production in lactose culture and to control the pH, thus reducing variables that can affect gene regulation and mimicking industrial like conditions. The results showed that induction of cellulase production by lactose feeding and exposure to 10 mM DTT led to an increase in the UPR marker gene *bip1* (Fig. 4). The highest increase of *bip1* transcript levels was detected at 2 h after addition of DTT. In the lactose cultures, there was only a low increase of *bip1* mRNA levels compared to the glucose cultures, indicating a moderate secretion stress. Similarly to *bip1*, transcript levels of the UPR marker genes *pdi1* and *hac1* (spliced version) were also highest 2 h after DTT addition (Additional file 2). In addition, lactose induced the transcription of cellulases as expected, evidenced by an increase of the transcription levels of the *cbh1* gene at all time points. However, the *cbh1* gene was repressed after 4 and 6 h in the glucose culture with DTT, and much less induced in lactose cultures with DTT (Additional file 2). Taking into account these results, we decided to analyze gene expression by RNA-seq 2 h after exposure (D) or not (C) to 10 mM DTT in the reference strain Rut-C30 (R) and one representative transformant of the Δ*res2* mutant (∆r) in glucose (G) and lactose (L) fed-batch cultures, leading to four culture conditions : Glucose Control (GC), Glucose DTT (GD), Lactose Control (LC), Lactose DTT (LD). 

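Polyadenylated RNA from 16 fed-batch cultures was sequenced as strand-specific libraries of single reads, with 2 cultures for each of the 2 strains in each of the 4 conditions. The DTT cultures had received 10 mM DTT for 2 h, and the fed-batch time was 42 h in the paper and 48 h in the description of the deposited series. The authors removed short and low-quality reads, aligned the others to the QM6a genome with STAR, discarded reads with several alignments and counted the reads that overlapped the coding sequences of a custom annotation with HTSeq-count. The deposited values were these counts of 10008 genes, given for each culture and not normalized, and the strand mode of the counting was not stated. In Rut-C30, the total counts of the duplicates were 25183831 and 27066301 in GC, 32192329 and 30550420 in GD, 29430830 and 26836809 in LC and 33933498 and 35679977 in LD. In Δ*res2*, they were 24655180 and 22539668 in GC, 20351784 and 20760253 in GD, 29623685 and 25377536 in LC and 27784163 and 28946605 in LD. The paper gives its depth as 42 ± 6 M reads per library that passed the quality filter, whereas the values here rest on the counts on genes, 27.6 ± 4.39 M per library (SD, n = 16). Genes were identified by the names of the count tables (such as TrG0399C), their positions were taken from the deposited annotation of the QM6a chromosomes, and TRIREDRAFT numbers were paired with them through the paper's supplementary tables. Counts were normalized with edgeR's TMM factors, and the 9101 genes that passed edgeR's default filter on low counts were fitted together in one model with a mean for each strain and condition, which left 8 residual degrees of freedom. Errors of log2 fold changes are standard errors from this fit, each for a comparison of 2 cultures with 2.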

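The duplicate cultures differed far more in glucose than in lactose. Across genes, the log2 normalized counts of the duplicates had a Pearson's r of 0.856 in GC and 0.935 in GD of Rut-C30 and of 0.92 in GC and 0.832 in GD of Δ*res2*, against 0.993 and 0.997 in LC and LD of Rut-C30 and 0.996 and 0.995 in LC and LD of Δ*res2* (genes are not independent replicates). The biological coefficient of variation was 0.495 when the glucose libraries were fitted alone, 0.0711 for the lactose libraries alone and 0.355 in the fit of all libraries. Tests that involve glucose cultures therefore assumed a smaller spread than the glucose duplicates showed, and tests within lactose a larger one. The numbers of the duplicates were not used to pair cultures, since cultures of the same number deviated together in part of the groups only. Within Rut-C30, the deviations had an r of 0.643 for GC and GD, 0.257 for GC and LC and 0.203 for GD and LC, and below 0 for each pair with LD, whereas within Δ*res2* the r lay between -0.142 and 0.0196 (across genes, which are not independent replicates). A fit with the replicate number as a block was run as an alternative. The library numbers of the glucose libraries of Rut-C30 belong to another series than those of all other libraries. A difference in preparation or sequencing between these series would enter LC/GC and LD/GD of Rut-C30. It would also enter the differences between the strains in GC and GD and in their responses to lactose. Genes were called DE with the paper's limits, namely an adjusted p under 0.005, a log2 fold change beyond 2 in either direction and a mean of at least 100 normalized counts over the libraries compared. A difference between the strains in their response to DTT or lactose was tested as the log2 fold change in Δ*res2* minus that in Rut-C30, and counted at an adjusted p under 0.05.

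**Figure D1:**
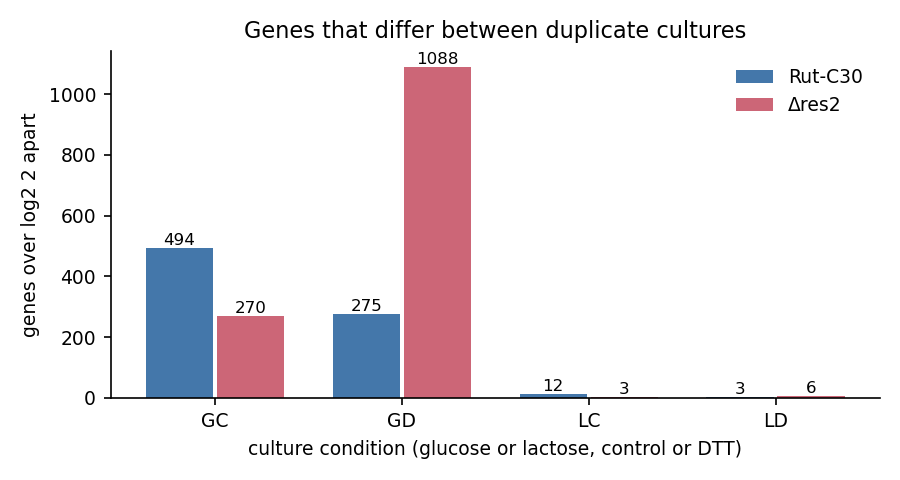
Number of genes, of 8056 with a mean of at least 50 normalized counts, whose duplicate cultures differed by more than 2 on the log2 scale, for each condition and strain (bars). The counts lie between 270 and 1088 genes in the glucose conditions and between 3 and 12 in the lactose conditions.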

Transcriptome data were used for pair-wise comparison of cultures within each strain (GD/GC, LD/LC, LC/GC, or LD/GD) and between strains for the same conditions. The results of the fed-batch fermentations (protein concentration and biomass) are presented in Additional file 3.

**Fig. 4:**
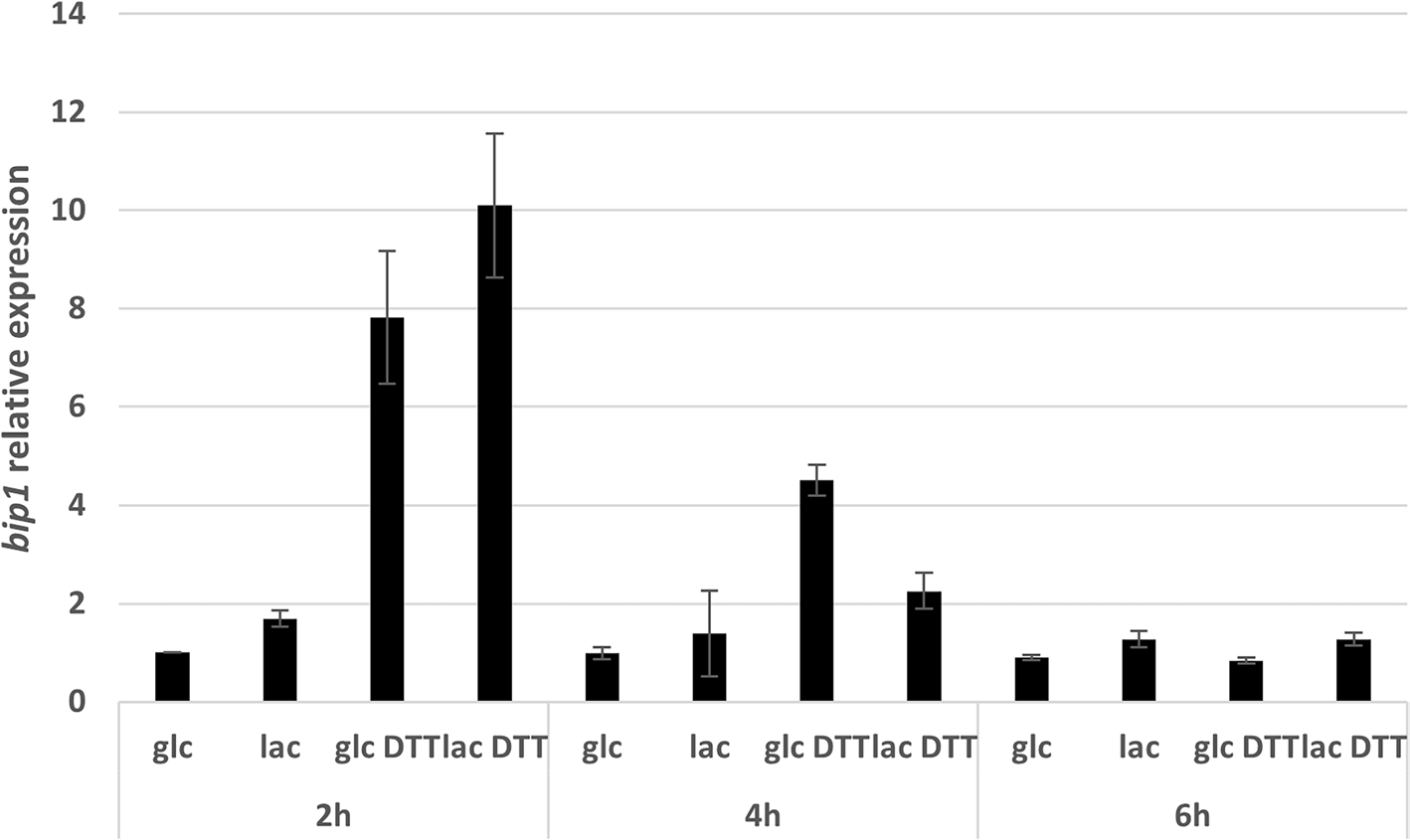
Relative gene expression of the secretion stress biomarker *bip1* in Rut-C30 in fed-batch cultures. RNA samples were taken at three timepoints (2h, 4h, 6h) after the addition of DTT. The relative expression of *bip1* with respect to that on glucose at 2h is shown. The error bars indicate standard deviation of two biological replicates

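With the paper's limits, 1062 genes of Rut-C30 and 1183 genes of Δ*res2* passed in at least 1 of the 4 comparisons (adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A log2 fold change limit of 1 gave 1900 and 2082 genes. DESeq2 gave 1447 and 1664. Fits of each strain alone, chosen after the data were seen, gave 1558 and 1565 genes with DESeq2, and 1010 and 647 with edgeR, where the order of the strains was reversed. The order was also reversed with only the libraries of each comparison, an alternative set beforehand (1216 and 1134 genes). In that fit, LD/LC alone gave calls.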

A total of 1163 and 1664 genes (~ 10% of the genome) were differentially expressed (DE) in at least one of the four comparisons in the Rut-C30 and the Δ*res2* strains, Additional files 4 and 6, respectively. 

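In Rut-C30, 587 genes passed in GD/GC and 859 in LD/LC, while 33 passed in LC/GC and 8 in LD/GD. DESeq2 (without a prior on the fold changes) called 199 and 100 genes in the lactose comparisons, and with the replicate number as a block 25 and 3 passed. Fitted with the 4 libraries of each comparison alone, only LD/LC gave calls, and the numbers of genes at an unadjusted p under 0.05 were 3478 in GD/GC, 1875 in LC/GC and 2696 in LD/GD. Counted by the fold change and the count minimum without a test, 1010, 1213, 331 and 209 genes passed in GD/GC, LD/LC, LC/GC and LD/GD. The LC/GC number rose to 543 without Rut-C30 GC replicate 2, and the LD/GD number to 318 without Rut-C30 GD replicate 2.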

Exposure to 10 mM DTT led to a much higher change in gene expression in Rut-C30: 851 and 849 Differentially Expressed Genes (DEGs) in GD/GC and LD/LC compared to 171 and 129 in lactose-induced stress conditions LC/GC and LD/GD, respectively. Similarly, 1188 and 1172 genes were DE in Δ*res2* in GD/GC and LD/LC compared to 318 and 259 in LC/GC and LD/GD, respectively. 

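In Δ*res2*, the DEGs numbered 769 in GD/GC, 815 in LD/LC, 40 in LC/GC and 13 in LD/GD. DESeq2 gave 225 in LC/GC and 144 in LD/GD, and the replicate block gave 25 and 6. A count by fold change alone among the genes that DESeq2 called in at least 1 comparison was chosen after the data were seen. It gave 1189, 1173, 319 and 258 in GD/GC, LD/LC, LC/GC and LD/GD. With only the libraries of the comparison, no gene passed in GD/GC, LC/GC or LD/GD, where 2143, 2151 and 921 genes had an unadjusted p under 0.05. By the fold change and the count minimum without a test, 339 genes passed in LC/GC and 267 in LD/GD, and these numbers rose to 554 without Δ*res2* GC replicate 2 and to 734 without Δ*res2* GD replicate 2.

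**Figure D2:**
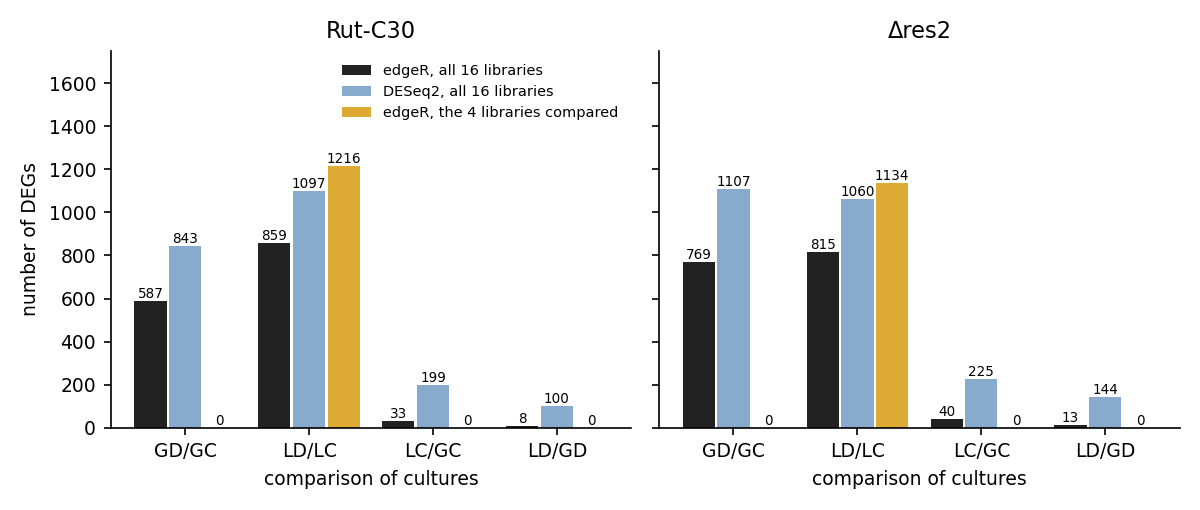
Number of DEGs in each comparison of cultures for Rut-C30 (left) and Δ*res2* (right) under 3 fits (bars). The DTT comparisons give from 587 to 1107 DEGs in both fits of all 16 libraries and the lactose comparisons from 8 to 225, whereas the fit of only the 4 libraries compared gives DEGs in LD/LC alone (1216 and 1134).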

Remarkably, in Δ*res2* more genes were differentially expressed genes than in Rut-C30. 

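The larger number in Δ*res2* came mostly from GD/GC, while LD/LC gave fewer DEGs in Δ*res2* than in Rut-C30. In GD/GC, 316 genes were called in Δ*res2* only. The response itself did not differ between the strains by a test of the difference for any gene in GD/GC, LD/LC or LD/GD, and differed for 1 gene (TrC1550C) in LC/GC (adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while 474, 66, 350 and 227 genes had an unadjusted p under 0.05 in these 4 comparisons. Among the alternatives, the lactose libraries fitted alone moved this result most, with 350 genes in LD/LC. DESeq2 found 15 genes in GD/GC, 0 in LD/LC, 10 in LC/GC and 9 in LD/GD, with 66 genes at an unadjusted p under 0.05 in LD/LC. TrC1550C did not pass with DESeq2's size factors in edgeR (adjusted p = 0.0612), with all genes of at least 1 count (0.0616) or with only the libraries of the comparison (0.262), and its adjusted p was 0.0349 with a replicate block and 4.9e-09 with DESeq2.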

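Of the DEGs of Rut-C30, 54.3% were upregulated in GD/GC, 40.6% in LD/LC, 87.9% in LC/GC and 37.5% in LD/GD. Of those of Δ*res2*, 51.0% were upregulated in GD/GC, 41.2% in LD/LC and 77.5% in LC/GC. In LD/GD of Rut-C30 the share rested on few DEGs, and DESeq2's calls there were 54.0% upregulated.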

Whereas approximately as many genes were up – and downregulated due to the addition of DTT, there were much more upregulated genes in the lactose compared to the glucose cultures for both strains. The only exception is the LD/GD of the Δ*res2* strain with more down- than upregulated genes (Fig. 5A).

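In LD/GD of Δ*res2*, 10 of the DEGs were downregulated and 3 upregulated. The upregulated ones, named after their values were seen, were TrA0865C (log2 fold change 8.24 ± 1.04), TrB1403C (2.09 ± 0.21) and TrB1899C (2.99 ± 0.28). DESeq2 called 92 genes down and 52 up in this comparison.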

**Fig. 5:**
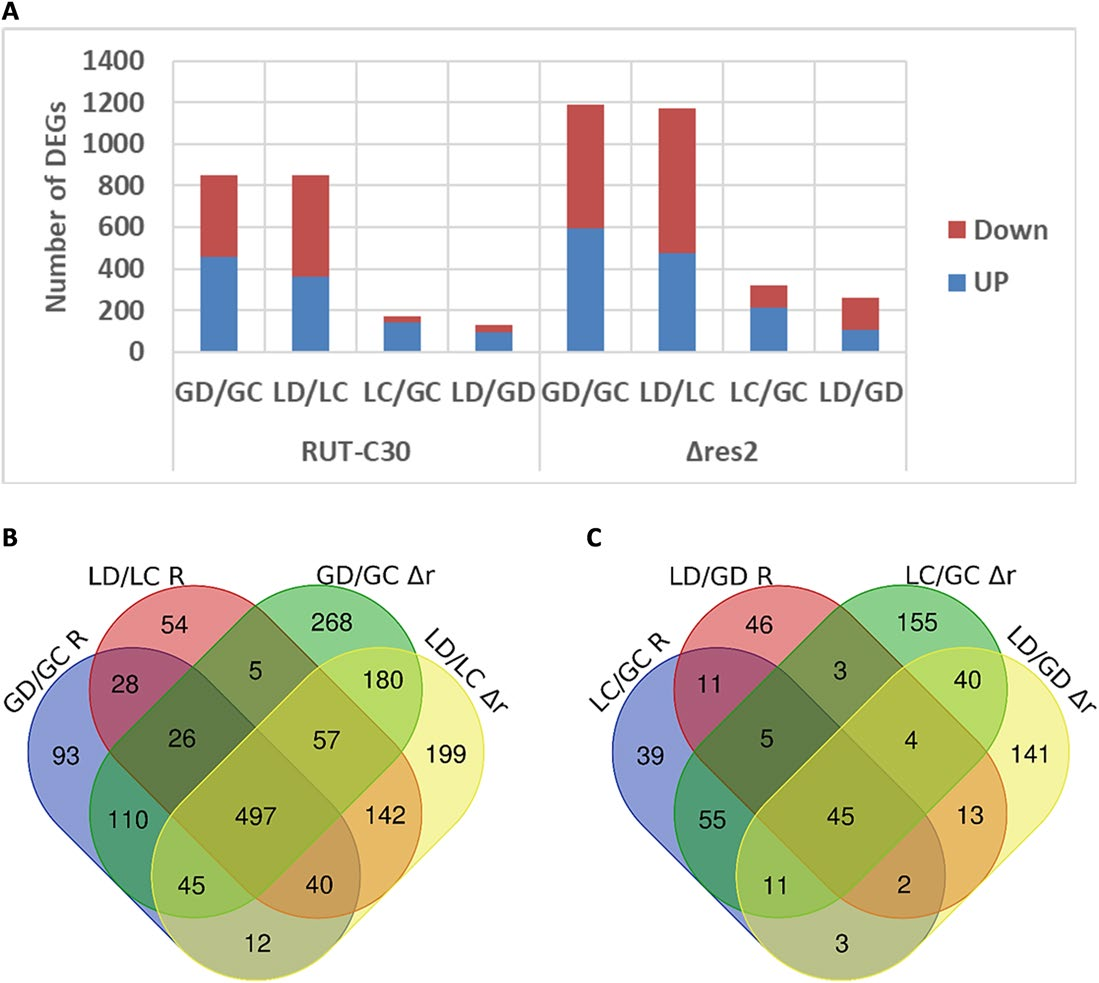
DEGs of Rut-C30 (R) and Δ*res2* (Δr) in two stress conditions. **A** Bar graph displaying the number of up and down-regulated genes in Rut-C30 and Δ*res2* in each condition using a 0.5% false discovery rate cut-off and with an absolute log2 fold change greater than 2. Venn diagrams showing both unique and common DEGs in Rut-C30 and Δ*res2* in **B** the presence vs. absence of DTT and **C** glucose vs. lactose cultures

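With the same limits in both strains, 153 DEGs were found in Rut-C30 only and 274 in Δ*res2* only. The numbers were 216 and 433 with DESeq2, and 211 and 129 with only the libraries of each comparison, where LD/LC alone gave calls. With each strain fitted alone, chosen after the data were seen, they were 354 in Rut-C30 only and 361 in Δ*res2* only with DESeq2, and 582 and 219 with edgeR. A gene on these lists passed the limits in one strain and missed at least 1 of them in the other, which is not a test of the difference between the strains.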

Out of 1163 DEGs, only 192 (~ 16.5%) were uniquely DE in Rut-C30 while 693 (~ 41.6%) out of 1664 DEGs were uniquely DE in Δ*res2*. 971 DEGs were common between the two strains. 

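Here, 909 DEGs were shared by the strains, and 1231 with DESeq2.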

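In the DTT comparisons GD/GC and LD/LC together, 900 genes were DE in both strains, 150 in Rut-C30 only and 267 in Δ*res2* only. With DESeq2, these numbers were 1171, 193 and 388.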

934 genes (~ 56%) of the DEGs in Δ*res2* were common with Rut-C30 in DTT-induced stress conditions (GD/GC and LD/LC) (Fig. 5B). What is intriguing is that only few DEGs (141, ~ 8.5%) were common between the two strains in the lactose-induced stress conditions (LC/GC and LD/GD) (Fig. 5C). Most of them code for CAZymes (e.g. CEL3D), and a smaller number code for transporters (e.g. TrSTR1) or redox regulators (e.g. AOD1). 

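In LC/GC and LD/GD together, 25 genes were DE in both strains, and 165 with DESeq2.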

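The β-glucosidase gene *cel3d* (TRIREDRAFT_46816, TrC1576W, chromosome III from 5295614 to 5298263) rose in LC/GC by a log2 fold change of 3.19 ± 0.52 in Rut-C30 (adjusted p = 0.00924 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 3.01 ± 0.52 in Δ*res2* (adjusted p = 0.00942). Both adjusted p missed the limit for DEGs, and with DESeq2 the gene was DE in both strains. Its normalized counts were 109 and 226 in GC and 1510.4 and 1554 in LC of Rut-C30, and 201 and 180.2 in GC and 1557 and 1527 in LC of Δ*res2*.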

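The lactose comparisons gave 25 DEGs in Δ*res2* only and 14 in Rut-C30 only, and 170 and 97 with DESeq2. In the paper's supplementary tables, 202 genes are past a log2 fold change of 2 in LC/GC in Δ*res2* and not in Rut-C30. Of these, 191 changed in the same direction in both strains in the counts analysed here. The test of the strain difference passed for 0 of them, and 23 had an unadjusted p under 0.05. The Rut-C30 fold changes in LC/GC, computed with DESeq2, differ from the paper's table (median absolute difference 0.313), which enters these numbers.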

Interestingly, a much higher number of genes, i.e. 336 were differentially regulated in the Δ*res2* strain only, but only 175 were unique to Rut-C30 in the lactose conditions.

### *res2* and Rut-C30 have similar clusters of DE genes

A clustering analysis of DEGs of both strains was performed. Five different expression profiles were found for Rut-C30 and Δ*res2*, but Δ*res2* had a sixth cluster of unassigned genes (Fig. 6). 

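The clustering was not repeated, and the cluster lists of the paper's supplementary tables were used. They hold 971 genes in both strains, of which 678 (69.8%) carry the same cluster number in both. Of the genes in the fifth cluster of Rut-C30, 146 were in the fifth cluster of Δ*res2*, 145 in its second and 65 in the sixth.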

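The genes that the paper places in the same numbered cluster in both strains were tested as sets for a strain difference in each of the 4 comparisons with the rotation test fry on edgeR's model. None of the 20 tests passed (smallest p after Benjamini-Hochberg adjustment 0.972), and 0 of them had an unadjusted p under 0.05. These lists leave out the genes whose cluster number differs between the strains, a choice that favours finding no difference, and the paper formed them in its own analysis of this experiment, so the tests are not independent evidence. The alternative that moved the result most was camera with a preset correlation of 0.01 between genes, which called 2 of the 4 comparisons for the first cluster, 1 for the second, 2 for the fourth and 3 for the fifth, and none of these calls held under fry or with an estimated correlation.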

The first five clusters display very similar profiles.

**Fig. 6:**
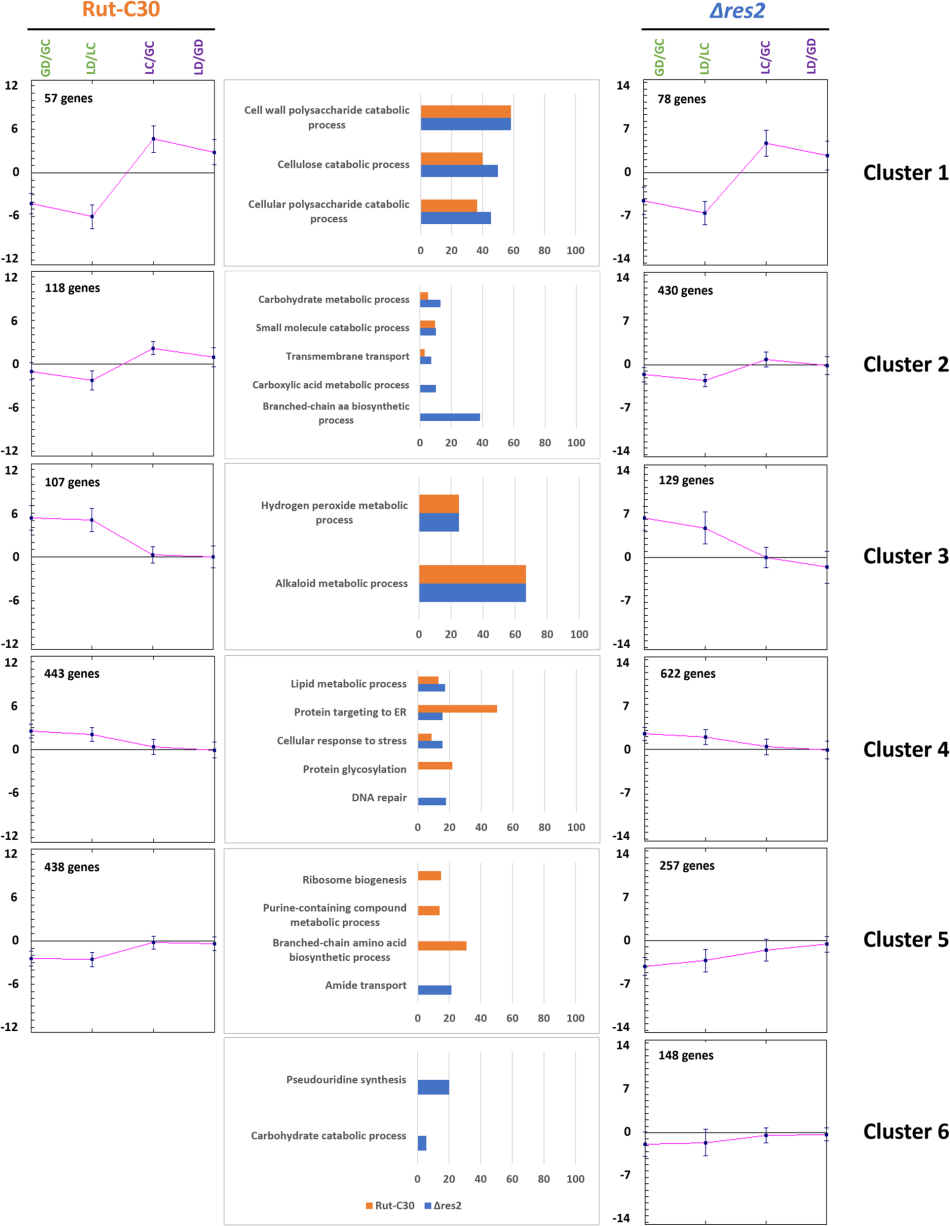
Clustering of the DEGs. The average profile of each cluster is shown for Rut-C30 (on the left) and Δ*res2* (on the right). The histograms in the middle represent the most enriched GO terms expressed as a percentage of genes compared to the number of background genes for each cluster of the two strains based on fungiDB. Only GO terms with a *p*-value < 0.005 are indicated

Gene ontology enrichment analysis (Additional files 5 and 7) revealed that the first cluster was enriched in genes encoding secreted proteins such as cellulases and other lignocellulose-degrading enzymes (e.g. TRIREDRAFT_123989 *cel7a/cbh1*, TRIREDRAFT_74223 *xyn1*, TRIREDRAFT_76672 *cel3a/bgl1*) in both strains. 

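The paper's first cluster holds 57 genes in Rut-C30 and 78 in Δ*res2*, with 52 in both. The cellobiohydrolase gene *cel7a/cbh1* (TRIREDRAFT_123989, TrG0022C, chromosome VII from 68371 to 70046) had 2678900 ± 744110 normalized counts (SD, n = 2) in LC of Rut-C30 and 2615400 ± 137790 in LC of Δ*res2*. The xylanase gene *xyn1* (TRIREDRAFT_74223, TrF0479W, chromosome VI from 1598027 to 1598778) had 79707 ± 25321 and 85282 ± 4761, and the β-glucosidase gene *cel3a/bgl1* (TRIREDRAFT_76672, TrC1551C, chromosome III from 5204382 to 5206751) had 16713 ± 2229 and 17921 ± 1025.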

Transcript levels were greatly reduced in the presence of DTT, both with lactose and glucose as carbon source, and significantly increased in the presence of lactose compared to the glucose control culture. 

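With DTT in lactose, the log2 fold change of *cbh1* was -7.58 ± 1.77 in Rut-C30 and -7.69 ± 1.78 in Δ*res2* (adjusted p = 0.00606 and 0.00600 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which missed the limit for DEGs in both), that of *xyn1* was -8.19 ± 1.10 and -8.04 ± 1.09, and that of *bgl1* was -8.06 ± 1.57 and -7.76 ± 1.55, which were past the limits. DESeq2 called all 3 genes in both strains. In glucose, DTT changed *cbh1* by -5.68 ± 1.62 in Rut-C30 and -5.63 ± 1.62 in Δ*res2*, and neither met the limit for DEGs in this fit (adjusted p = 0.0204 and 0.0178), while DESeq2 called both. The glucose duplicates of Rut-C30 were far apart, with 926 and 129780 normalized counts of *cbh1* in GC, against 43322 and 33217 in GC of Δ*res2*. Without Rut-C30 GC replicate 2, the GD/GC value of Rut-C30 was 0.56 for *cbh1*, -2.06 for *xyn1* and -0.37 for *bgl1*. Lactose raised *cbh1* by 5.36 ± 1.60 in Rut-C30 and 6.09 ± 1.66 in Δ*res2*, *xyn1* by 6.61 ± 1.03 and 8.51 ± 1.12, and *bgl1* by 5.12 ± 1.37 and 4.55 ± 1.33. Of these 6 increases, only that of *xyn1* in Δ*res2* was past the DEG limits (adjusted p = 0.00285), the others having adjusted p values from 0.00790 to 0.0983, and DESeq2 called all 6. Without Rut-C30 GC replicate 2, the increase in Rut-C30 was 11.6 for *cbh1*, 8.89 for *xyn1* and 10.5 for *bgl1*.

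**Figure D3:**
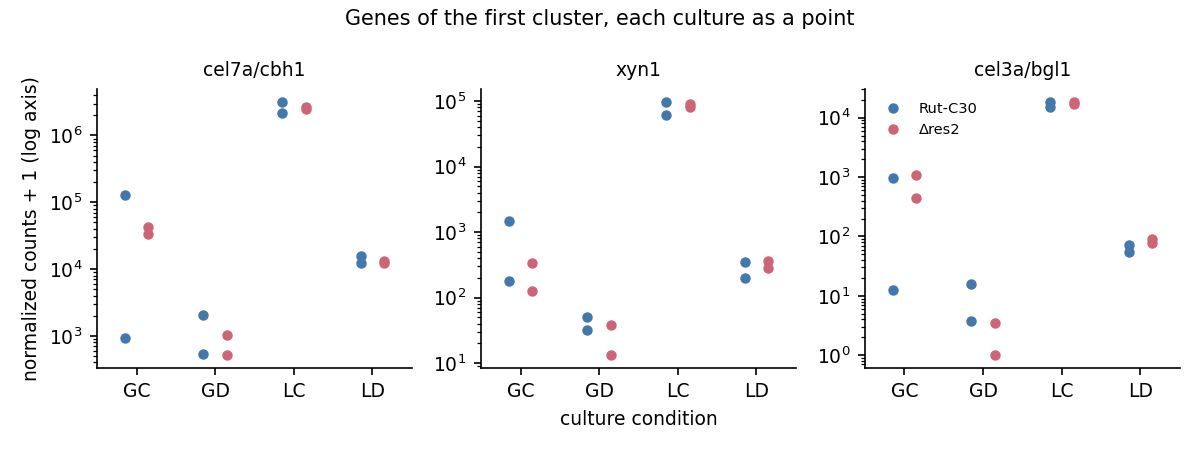
Normalized counts plus 1 (log axis) of *cbh1*, *xyn1* and *bgl1* in each culture (points) by condition and strain. The lactose controls lie above all other cultures for each gene, and the Rut-C30 glucose controls of *cbh1* lie far apart, at 926 and 129780.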

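*xyn3* (TRIREDRAFT_120229, TrC0667W, chromosome III from 2321852 to 2323203) and *bxl1* (TRIREDRAFT_121127, TrC1552C, chromosome III from 5208063 to 5210456) encode a xylanase and a β-xylosidase. In LC/GC, the log2 fold change of *xyn3* was 7.31 ± 1.36 in Rut-C30 and 5.72 ± 1.26 in Δ*res2*, and that of *bxl1* was 2.65 ± 1.19 and 3.11 ± 1.21 (adjusted p from 0.0172 to 0.270, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In LD/LC, *xyn3* changed by -8.32 ± 1.43 and -9.35 ± 1.52 and *bxl1* by -7.71 ± 1.50 and -8.10 ± 1.53, all past the DEG limits. For *xyn3*, the normalized counts in GC of Rut-C30 were 0 and 86.7, so its LC/GC value there rested on GC replicate 2, and without it the reference was at 0 counts. For *bxl1*, these counts were 297 and 23603, and the Rut-C30 value was 8.06 without replicate 2. DESeq2 called *xyn3* in LC/GC of Rut-C30 only and *bxl1* in neither strain.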

Rut-C30 had an additional enriched GO term cell wall polysaccharide metabolic process (e.g. TRIREDRAFT_120229 *xyn3* and TRIREDRAFT_121127 *bxl1*). Thus, the *res2* deletion did not impact lactose induction of genes involved in biomass degradation.

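The strain difference in LC/GC was 0.74 ± 1.88 for *cbh1*, 1.91 ± 1.15 for *xyn1*, -0.57 ± 1.63 for *bgl1*, -1.59 ± 1.50 for *xyn3* and 0.46 ± 1.58 for *bxl1* (log2). None of them was detectable (adjusted p = 1.00 for each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and their standard errors leave differences of more than 2 on the log2 scale open for all of them. They also rested on the unequal GC duplicates of Rut-C30, and without Rut-C30 GC replicate 2 the difference was -5.44 for *cbh1*, -0.34 for *xyn1*, -5.95 for *bgl1* and -4.90 for *bxl1*. In GC, Δ*res2* had 43322 and 33217 normalized counts of *cbh1* and 1081 and 445 of *bgl1*. Rut-C30 replicate 2 (129780 and 948) was nearer to these on the log scale than replicate 1 (926 and 11.8). For *xyn1*, with 339 and 127 in Δ*res2*, replicate 1 was nearer (178 against 1457). The values without replicate 2 therefore do not show that it is the deviating culture. Over the genes that the first cluster holds in both strains, the mean difference was -0.09.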

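The second cluster of the paper holds 118 genes in Rut-C30 and 430 in Δ*res2*, of which 73 are in both. Over these 73 genes, the mean log2 fold change (± SD across genes) was -1.25 ± 0.97 in GD/GC, -2.90 ± 0.97 in LD/LC and 2.19 ± 0.89 in LC/GC of Rut-C30, and -1.35 ± 1.24, -2.96 ± 0.90 and 2.06 ± 0.90 in Δ*res2*. Over the whole lists, which hold different genes, the LC/GC mean was 2.11 ± 0.98 in Rut-C30 and 0.76 ± 1.16 in Δ*res2*.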

The second cluster contained genes involved in carbohydrate metabolic process for both strains. These genes (e.g. TRIREDRAFT_104797 *bgl3j* and TRIREDRAFT_46816 *cel3d*) showed moderately lower expression levels in the presence of DTT and either no change in expression in the presence of lactose or some increase in transcript levels. In addition, small molecule metabolic process genes (e.g. TRIREDRAFT_110414 *uga1* and TRIREDRAFT_123288 *xki1*) and transmembrane transport (e.g. TRIREDRAFT_104072 *xlt1*) were also enriched. 

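*bgl3j* (TRIREDRAFT_104797, TrA1187C, chromosome I from 3848800 to 3851607) changed in GD/GC by a log2 fold change of -2.30 ± 0.32 in Rut-C30 and -2.60 ± 0.32 in Δ*res2*, in LD/LC by -2.99 ± 0.32 and -3.09 ± 0.32, and in LC/GC by 2.64 ± 0.32 and 2.45 ± 0.31. All 6 values were past the DEG limits (adjusted p up to 0.00273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *cel3d* fell in LD/LC by 3.44 ± 0.53 in Rut-C30 and by 3.46 ± 0.53 in Δ*res2* on the log2 scale. In GD/GC, its change of -0.37 ± 0.49 in Rut-C30 and -0.85 ± 0.50 in Δ*res2* was not detectable (adjusted p = 0.589 and 0.195), and the Rut-C30 value was 0.33 without Rut-C30 GC replicate 2.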

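*uga1* (TRIREDRAFT_110414, TrD0642C, chromosome IV from 2052897 to 2054376) fell with DTT in both strains, with log2 fold changes in LD/LC of -4.01 ± 0.38 in Rut-C30 and -4.33 ± 0.38 in Δ*res2* (adjusted p = 4.4e-05 and 3.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it did not change detectably in LC/GC (-0.08 ± 0.33 and -0.11 ± 0.33). *xki1* (TRIREDRAFT_123288, TrD0701C, chromosome IV from 2248840 to 2250771) changed in LD/LC by -2.20 ± 0.42 and -2.33 ± 0.42 and in GD/GC by -0.28 ± 0.40 and 0.22 ± 0.40, the latter pair within its errors. *xlt1* (TRIREDRAFT_104072, TrG1181C, chromosome VII from 3748814 to 3750797) changed in LD/LC by -3.47 ± 0.76 and -3.50 ± 0.76, and in LC/GC by 2.97 ± 0.74 and 3.51 ± 0.76 (adjusted p = 0.0542 and 0.0234, both called by DESeq2). The GC duplicates of Rut-C30 differed for *xlt1* (418 and 3048 normalized counts), and its GD/GC value of -1.51 ± 0.70 became 0.62 without Rut-C30 GC replicate 2.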

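In LD/LC, *glo2* (TRIREDRAFT_102382, TrE0525C, chromosome V from 1736518 to 1737895) had a log2 fold change of -1.96 ± 0.48 in Rut-C30 and -2.18 ± 0.48 in Δ*res2*, and only the latter was past the DEG limits (adjusted p = 0.00745 and 0.00461 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *his3* (TRIREDRAFT_121449, TrA0152C, chromosome I from 416728 to 417499) changed by -2.98 ± 0.42 and -2.55 ± 0.42, *hom6* (TRIREDRAFT_122868, TrG0494W, chromosome VII from 1541454 to 1542616) by -2.99 ± 0.60 and -3.24 ± 0.61, and *ilv5* (TRIREDRAFT_51499, TrB1620C, chromosome II from 5153716 to 5155315) by -1.85 ± 0.53 and -1.81 ± 0.53, of which *ilv5* missed the limits in both strains. The strain differences in LD/LC of these 4 genes lay between -0.26 and 0.43, each within its standard error of at least 0.56. In GD/GC, *hom6* rested on Δ*res2* GD replicate 1 (2916 normalized counts against 498 in replicate 2), and its value of -0.14 ± 0.55 became -1.88 without that library.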

Some GO terms were specifically enriched in Δ*res2* with 430 genes in this cluster, compared to only 118 in Rut-C30: carboxylic acid metabolic process (e.g. TRIREDRAFT_102382 *glo2* and TRIREDRAFT_121449 *his3*) and branched chain amino acid metabolism (e.g. TRIREDRAFT_122868 *hom6* and TRIREDRAFT_51499 *ilv5*) were found to be enriched.

The third cluster containing approximately a hundred genes in both strains was characterized by a high upregulation of genes (e.g. TRIREDRAFT_106245 *cta1* and cytochrome P450-encoding genes) acting against oxidative stress in conditions where DTT was present. 

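The catalase gene *cta1* (TRIREDRAFT_106245, TrA0445C, chromosome I from 1310276 to 1312174) had at most 7.88 normalized counts in any glucose control and 869.5 and 637 in GD of Rut-C30. In GD of Δ*res2*, replicate 1 had 35.5 and replicate 2 10125. In GD/GC, it was at least 278.-fold higher in Rut-C30, a lower bound since both GC cultures had at most 3 counts, and the log2 fold change in Δ*res2* was 9.77 ± 2.12 (adjusted p = 0.0133 and 0.00551 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neither met the adjusted p limit and DESeq2 called both, and the Δ*res2* value was 2.62 without Δ*res2* GD replicate 2. In lactose, its counts were 3.69 and 0 in LC and 1657 and 1369 in LD of Rut-C30, and 0 in both LC cultures and 928 and 1016 in the LD cultures of Δ*res2*. Over the 79 genes that the third cluster holds in both strains, the mean log2 fold change (± SD across genes) was 5.52 ± 1.75 in GD/GC and 5.64 ± 1.65 in LD/LC of Rut-C30, and 6.08 ± 1.77 and 5.67 ± 1.94 in Δ*res2*. Cytochrome P450 genes are not named in the paper and were not singled out here.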

An increase in transcript levels of Redox active genes is unsurprising as DTT is a reductant that has a variety of stress effects on fungal cells.

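The 328 genes that are in the fourth cluster of both strains had a mean log2 fold change (± SD across genes) of 2.49 ± 0.84 in GD/GC and 2.35 ± 0.90 in LD/LC of Rut-C30, and of 2.51 ± 0.85 and 2.25 ± 0.94 in Δ*res2*.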

The fourth cluster grouped genes which displayed upregulation in the presence of DTT, but at a lower level than genes in cluster 3. Additionally, they were also slightly upregulated on LC/GC. 

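In LC/GC, the mean of the same genes (± SD across genes) was 0.17 ± 1.02 in Rut-C30 and 0.36 ± 1.14 in Δ*res2*.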

Genes in this cluster have functions in protein targeting, secretion and lipid metabolism. Also, UPR genes such as TRIREDRAFT_122920 *bip1* and TRIREDRAFT_122415 *pdi1*, as well as genes of the ERAD pathway like TRIREDRAFT_50647 *hrd1* and TRIREDRAFT_47330 *lcl2* fall in this group. 

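*bip1* (TRIREDRAFT_122920, TrG0399C, chromosome VII from 1228528 to 1230794) encodes an ER chaperone and *pdi1* (TRIREDRAFT_122415, TrA0675W, chromosome I from 2009503 to 2011207) a protein disulfide isomerase. In GD/GC, *bip1* rose by a log2 fold change of 4.78 ± 0.49 in Rut-C30 and 4.68 ± 0.49 in Δ*res2* (adjusted p = 9.3e-05 and 8.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *pdi1* by 3.54 ± 0.44 and 2.96 ± 0.43. In LD/LC, *bip1* rose by 3.08 ± 0.46 and 2.83 ± 0.45 and *pdi1* by 2.17 ± 0.42 and 1.95 ± 0.41. The *pdi1* value of Δ*res2* in LD/LC was just short of the log2 fold change limit, and the other 7 were past the DEG limits. Of the ERAD genes, *hrd1* (TRIREDRAFT_50647, TrE0315W, chromosome V from 986119 to 988919) rose in GD/GC by 2.35 ± 0.27 and 2.43 ± 0.28, and *lcl2* (TRIREDRAFT_47330, TrA0243C, chromosome I from 680621 to 681130) by 2.07 ± 0.36 and 2.23 ± 0.36, all DE. In LD/LC, *hrd1* rose by 1.01 ± 0.26 and 0.79 ± 0.26 and *lcl2* by 0.50 ± 0.34 and 0.35 ± 0.34, below the fold change limit.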

In Rut-C30, protein glycosylation related genes were also enriched, whereas the GO terms DNA repair and cellular response to stress were more specifically enriched in the mutant.

Although the fifth cluster grouped genes with similar gene expression profiles, i.e. a moderate downregulation with DTT and in LC/GC, the most enriched GO terms in each strain were different. 

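For the genes that the fifth cluster holds in both strains, the mean log2 fold change (± SD across genes) in GD/GC was -3.25 ± 0.98 in Rut-C30 and -3.96 ± 1.07 in Δ*res2*, in LD/LC -3.49 ± 1.28 and -3.44 ± 1.26, and in LC/GC -0.41 ± 1.20 and -0.99 ± 1.22. The change was more negative in Δ*res2* for 84.9% of these genes in GD/GC and for 90.4% in LC/GC. Neither comparison passed in the rotation test fry, and the comparisons share the GC libraries.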

The three most enriched GO terms in RUT-C30 were ribosome biogenesis (e.g. TRIREDRAFT_104595 *snu13* and TRIREDRAFT_124149 *nhp2*), purine-containing compound metabolic process (e.g. TRIREDRAFT_120568 *eno1* and TRIREDRAFT_47221 *ynk1*) and branched-chain amino acid biosynthetic process, while in Δ*res2*, genes related to amide transport (e.g. TRIREDRAFT_59364 *opt2*) were enriched. 

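*snu13* (TRIREDRAFT_104595, TrG0592C, chromosome VII from 1987707 to 1988253) and *nhp2* (TRIREDRAFT_124149, TrB1782C, chromosome II from 5630464 to 5631370) encode proteins of small nucleolar ribonucleoproteins. In LD/LC, *snu13* changed by a log2 fold change of -1.79 ± 0.37 in Rut-C30 and -0.99 ± 0.36 in Δ*res2*, and *nhp2* by -1.93 ± 0.30 and -1.12 ± 0.29. The strain difference was 0.80 ± 0.51 for *snu13* and 0.80 ± 0.41 for *nhp2* (adjusted p = 1.00 for both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the lactose libraries fitted alone it was 0.85 and 0.86 with an adjusted p of 0.00191 and 0.00118. In GD/GC, the same genes changed by -2.24 ± 0.37 and -1.70 ± 0.37 (*snu13*) and by -2.37 ± 0.30 and -2.15 ± 0.30 (*nhp2*). *eno1* (TRIREDRAFT_120568, TrA1058C, chromosome I from 3402116 to 3403670) had -4.02 ± 0.53 in Rut-C30 and -3.81 ± 0.53 in Δ*res2* in LD/LC, and *ynk1* (TRIREDRAFT_47221, TrA0344C, chromosome I from 995156 to 996295) had -4.03 ± 0.70 and -4.07 ± 0.71. The transporter gene *opt2* (TRIREDRAFT_59364, TrC1163C, chromosome III from 3941502 to 3944363) changed in GD/GC by -3.56 ± 0.58 in Rut-C30 and -6.14 ± 0.71 in Δ*res2*, where replicate 1 had 1.22 and replicate 2 6.66 normalized counts, and in LD/LC by -3.24 ± 0.55 and -3.04 ± 0.55. Its strain difference in GD/GC was -2.58 ± 0.89 (adjusted p = 0.907).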

For the sixth cluster of unassigned genes in Δ*res2*, no specific enrichment of functions was found, but it contained genes coding for proteins with putative functions in pseudouridine synthesis (e.g. TRIREDRAFT_3671 *gar1* and TRIREDRAFT_44449 *cbf5*) or carbohydrate catabolic process (e.g. TRIREDRAFT_121735 *cel3b* and TRIREDRAFT_55319 *abf2*).

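*gar1* (TRIREDRAFT_3671, TrB0722W, chromosome II from 2254549 to 2255528) and *cbf5* (TRIREDRAFT_44449, TrD0762C, chromosome IV from 2447127 to 2448927) changed in LD/LC by log2 fold changes of -3.43 ± 0.28 and -1.55 ± 0.25 in Rut-C30 and of -2.43 ± 0.26 and -0.47 ± 0.25 in Δ*res2*. The strain difference of 1.00 ± 0.36 for *gar1* and 1.08 ± 0.35 for *cbf5* had an adjusted p of 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the fit of the lactose libraries alone, the adjusted p was 7.0e-04 and 2.5e-04, with differences of 1.06 and 1.13. In GD/GC, *gar1* changed by -3.17 ± 0.27 and -2.97 ± 0.27 and *cbf5* by -2.35 ± 0.26 and -2.46 ± 0.26, all past the DEG limits. *cel3b* (TRIREDRAFT_121735, TrF1016C, chromosome VI from 3379116 to 3382309) changed in LD/LC by -3.17 ± 0.76 in Rut-C30 and -2.83 ± 0.75 in Δ*res2*, and *abf2* (TRIREDRAFT_55319, TrC0659C, chromosome III from 2291911 to 2293443) by -1.84 ± 0.60 and -2.14 ± 0.62. None of these 4 values met the adjusted p limit (adjusted p from 0.00679 to 0.0308), while DESeq2 called *cel3b* in both strains and *abf2* in Δ*res2*.

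**Figure D4:**
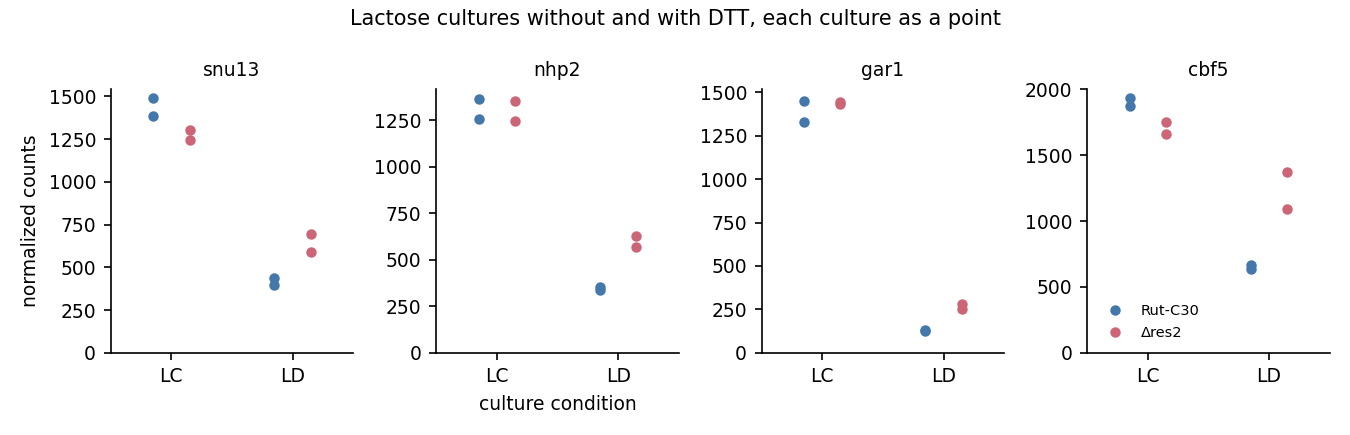
Normalized counts of *snu13*, *nhp2*, *gar1* and *cbf5* in each lactose culture without (LC) and with DTT (LD) for both strains (points). In LD, both Δ*res2* cultures lie above both Rut-C30 cultures for each gene, at 1095 and 1371 against 639.8 and 665 for *cbf5*.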

### Function of differentially regulated genes in the Δ*res2* strain

Although clustering did not reveal major differences in global the gene expression patterns between Rut-C30 and the *res2* deletion strain, we looked for individual genes that were differentially regulated in both strains. To potentially identify genes related to the protein secretion pathway, we focused on the fourth cluster grouping many of these genes of which 443 and 622 (~ 5% of the genome) were DE in Rut-C30 and Δ*res2*, respectively. However, genes involved in secretion or secretion stress response such as UPR or ERAD were not differentially expressed in the Δ*res2* strain compared to Rut-C30 under any condition implying that RES2 is not involved in the regulation of the secretion stress response. But several other genes related to the secretion pathway and to other metabolic functions displayed differential expression in the two strains in various clusters and are described in more detail below.

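The paper's lists for the 2 strains were compared, and they place 23 genes in the third cluster of Δ*res2* that are in the fourth of Rut-C30, and 16 the other way round.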

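In a direct comparison of the strains within each condition, *bip1* differed by a log2 fold change (Δ*res2* over Rut-C30) of -0.46 ± 0.42 in GC, -0.57 ± 0.42 in GD, 0.22 ± 0.42 in LC and -0.04 ± 0.42 in LD. The largest difference between the strains in any condition was -0.66 ± 0.40 for *pdi1* (in GD), -0.42 ± 0.26 for *hrd1* (in GC) and 0.16 ± 0.34 for *lcl2* (in GD). None of the 16 values had an adjusted p under 0.05 (lowest 0.578 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), nor did those of the 4 genes with the LC or LD libraries fitted alone (lowest 0.136 from the same test). Across all genes, the strains differed past the DEG limits for 2 genes in GC (TrC1550C and TrA1112W, the latter with almost no counts in Δ*res2*) and for TrA1112W alone in GD, LC and LD. The numbers of genes at an unadjusted p under 0.05 were 572, 1031, 131 and 138 in GC, GD, LC and LD, and DESeq2 called 12, 22, 2 and 2 genes past the limits. With only the libraries of the comparison, 11 genes in LC and 5 in LD passed the limits and 902 and 1418 had an adjusted p under 0.05, while 0 passed in GC and GD (178 and 111 at an unadjusted p under 0.05). From the absence of a difference in the UPR and ERAD genes, the paper reasons that RES2 is not involved in the regulation of the secretion stress response.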

As DTT might impact a lot of cellular functions and lead to a high number of DEGs, we first concentrated on lactose-induced stress conditions (LC/GC or LD/GD). This condition more specifically highlights DEGs that are potentially involved in protein secretion rather than other kinds of biological processes. For example, some MFS (Major facilitator superfamily) and ABC transporters were found to be upregulated in the condition LC/GC in Δ*res2* but not regulated in Rut-C30, such as low-affinity glucose transporter TRIREDRAFT_106556 (*hxt13*), TRIREDRAFT_62747, and TRIREDRAFT_47897 which is involved in the oxidative stress response. 

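*hxt13* (TRIREDRAFT_106556, TrA0157W, chromosome I from 428770 to 430604) rose in LC/GC by a log2 fold change of 3.66 ± 0.99 in Rut-C30 and 6.69 ± 1.14 in Δ*res2* (adjusted p = 0.0732 and 0.00933 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 called it in both strains. In the test of the response, the strain difference was 3.03 ± 1.29 (adjusted p = 1.00). TRIREDRAFT_62747 (TrB0334W, chromosome II from 1008245 to 1009998) rose by 1.20 ± 0.92 in Rut-C30 and 3.09 ± 0.98 in Δ*res2* (adjusted p = 0.546 and 0.0920), and only the latter was called by DESeq2. Its normalized counts in GC of Rut-C30 were 2941 and 467, and without Rut-C30 GC replicate 1 its Rut-C30 value was 3.11. *snq2* (TRIREDRAFT_47897, TrB1077C, chromosome II from 3387760 to 3392497) rose by 1.98 ± 0.60 and 3.09 ± 0.63 (adjusted p = 0.105 and 0.0196), with DESeq2 calls in both strains. The Δ*res2* value of this gene was 4.71 without Δ*res2* GC replicate 2.

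**Figure D5:**
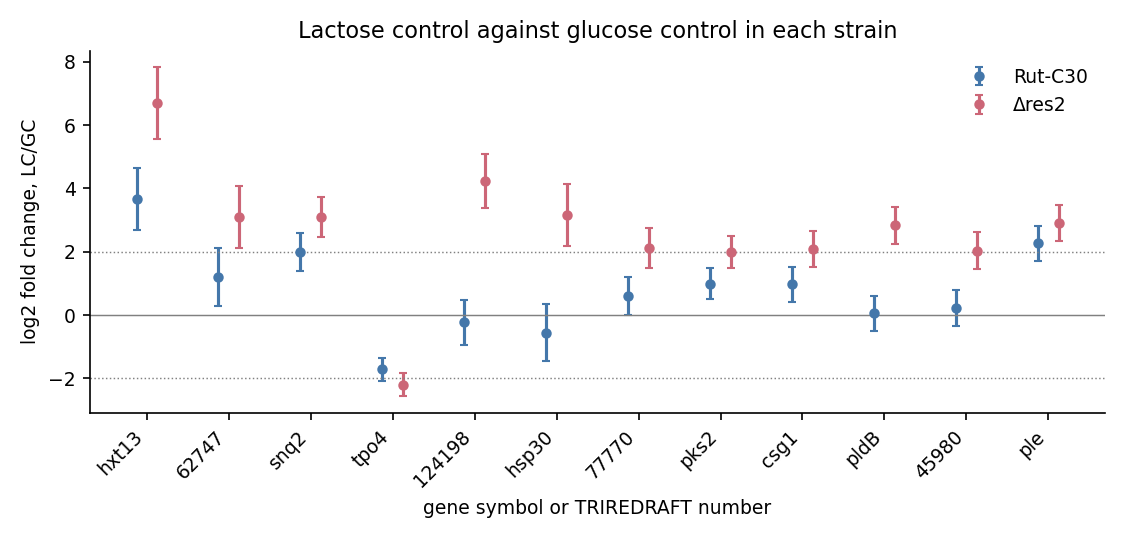
Log2 fold change in LC/GC (points) with standard error (bars) in Rut-C30 and Δ*res2* for 12 genes that the paper lists as regulated by lactose in one strain, the dotted lines marking the limit of 2 in both directions. The Rut-C30 values range from -1.71 (*tpo4*) to 3.66 (*hxt13*) and those of Δ*res2* from -2.20 to 6.69 for the same genes.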

One MFS transporter in this cluster is downregulated in the mutant (TRIREDRAFT_58561). On the other hand, TRIREDRAFT_61278 encoding a putative high affinity glucose transporter was upregulated specifically in Rut-C30 in the LD/LC condition (Table 1). 

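*tpo4* (TRIREDRAFT_58561, TrD1009C, chromosome IV from 3156405 to 3157958) fell in LC/GC in both strains, with log2 fold changes of -1.71 ± 0.36 in Rut-C30 and -2.20 ± 0.36 in Δ*res2* (adjusted p = 0.0295 and 0.00809 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 placed only the Δ*res2* value past the DEG limits, and the strain difference was -0.49 ± 0.50 (adjusted p = 1.00).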

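TRIREDRAFT_61278 (TrB0823C, chromosome II from 2550210 to 2552273) rose in LD/LC by a log2 fold change of 2.16 ± 0.55 in Rut-C30 and 1.65 ± 0.54 in Δ*res2* (adjusted p = 0.00924 and 0.0309 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 called the former only. The normalized counts in LD were 353 and 357 in Rut-C30 and 293 and 273 in Δ*res2*. Between the strains, the response differed by -0.51 ± 0.75 (adjusted p = 1.00).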

Another gene, TRIREDRAFT_124198 coding for a putative secreted protein of unknown function, displayed a Log2 fold change (L2FC) that increased from 1.56 in Rut-C30 to 4.3 in Δ*res2* in the condition LC/GC.

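In the deposited counts, TRIREDRAFT_124198 (TrD1347W, chromosome IV from 4211366 to 4211749) had a log2 fold change in LC/GC of -0.23 ± 0.71 in Rut-C30 and 4.24 ± 0.85 in Δ*res2* (adjusted p = 0.908 and 0.0185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Rut-C30 value rested on GC replicate 2, which had 383 normalized counts against 51.5 in replicate 1, and was 1.93 without it. In LC, the counts were 128 and 244 in Rut-C30 and 241 and 274 in Δ*res2*. The strain difference of 4.46 ± 1.09 had an adjusted p of 1.00, and it passed in DESeq2 (adjusted p = 0.0302).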

**Table 1:** Significantly differentially regulated genes in only one of the strains in the indicated condition(s)

	Gene ID	Gene name	Putative function	DE in condition	Log2 fold change	Subcellular locilization	Cluster
**Genes DE in Rut-C30 and** ***Δres2***	TRIREDRAFT_50607	*are2*	sterol O-acyltransferase	LC/GC	2.33 (Δ*res2*)	ER	4
	TRIREDRAFT_77547		UDP-glucose:sterol glycosyltransferase	LC/GC LD/GD	-4.38 (Δ*res2*) -2.58 (Δ*res2*)	cytoplasm	4
	TRIREDRAFT_109980		Putative Acyltransferase CST26	LD/LC	2.01 (Rut-C30)	PM, ER	4
	TRIREDRAFT_109234		Putative D-aminopeptidase	GD/GC LD/LC	3.63 (Δ*res2*) 2.15 (Δ*res2*)		4
	TRIREDRAFT_67699		Putative Amino acid transporter	GD/GC	3.09 (Rut-C30)		4
	TRIREDRAFT_106315		Putative Trypsin-like serine proteases domain protein	LD/LC	-2.25 (Rut-C30)		2
	TRIREDRAFT_53961		Secreted Aspartic protease PEP2	LC/GC	-2.23 (Δ*res2*)		5
	TRIREDRAFT_120953		Putative Glycoside hydrolase family 18	LC/GC	3.25 (Δ*res2*)		5
	TRIREDRAFT_65891	*pks2*	Polyketide synthase-6	LC/GC	2.06 (Δ*res2*)		4
***Δres2*** **unique genes**	TRIREDRAFT_45980		Putative protein involved in phospholipid translocation	LC/GC	2.11	PM	4
	TRIREDRAFT_22331	*pldB*	Putative phospholipase D active site protein	LC/GC	2.90		4
	TRIREDRAFT_120125		Putative Lipase/serine esterase	GD/GC	2.34	cytoplasm	4
	TRIREDRAFT_55627	*ept1*	Putative Ethanolaminephosphotransferase	GD/GC	2.06	ER, Golgi	4
	TRIREDRAFT_81972	*Section 14*	Putative Phosphatidylinositol transfer protein similar to Sect. 14 involved in intracellular transport and UPR	GD/GC	2.06	cytoplasm	4
	TRIREDRAFT_72788		Putative Glycosyltransferase family 31	GD/GC	2.05	ER	4
	TRIREDRAFT_123718		Putative Amino acid transporter	GD/GC	2.29		4
	TRIREDRAFT_77283		Putative Glycosyltransferase family 2	GD/GC LD/LC	2.31 2.53	ER or PM	4
	TRIREDRAFT_120923		Putative Glycosyltransferase family 32	GD/GC LD/LC	8.43 2.98	ER	3
	TRIREDRAFT_121486		Putative Amino acid transporter	GD/GC	7.74		3
	TRIREDRAFT_21960	*ple*	Putative Phospholipase E	LC/GC	2.97	PM	6
	TRIREDRAFT_73248		Putative Glycoside hydrolase family 55	LC/GC	-2.17		6
	TRIREDRAFT_121746		Putative Glycoside hydrolase family 55	GD/GC	-2.20		6
	TRIREDRAFT_106556	*hxt13*	hexose transporter	GD/GC LD/LC LC/GC	5.08 3.14 6.67		4
	TRIREDRAFT_62747		MFS membrane transporter	LC/GC	3.16		4
	TRIREDRAFT_47897	*snq2*	ABC transporter involved in oxidative stress response	GD/GC LC/GC	2.08 3.17		4
	TRIREDRAFT_58561	*tpo4*	MFS permease	LC/GC	-2.14		4
	TRIREDRAFT_46285	*hsp30*	Heat shock protein 30	LC/GC	3.24		4
	TRIREDRAFT_77770		Zinc-binding alcohol dehydrogenase	GD/GC LC/GC	2.75 2.18		4
	TRIREDRAFT_27948	*csg1*	G-protein-coupled receptor involved in cellulose sensing CSG1	GD/GC LC/GC	2.81 2.16		4
	TRIREDRAFT_81049	*erg3*	Ergosterol 3	LD/LC	-2.06		2
	TRIREDRAFT_36822		Putative Glutathione S-transferase	LC/GC	-4.46		5
**Rut-C30 unique genes**	TRIREDRAFT_122992		Putative GT31 ß-Glycosyltransferase	LC/GC	3.14	ER	2
	TRIREDRAFT_105784		DUF636 family protein, putative transcription factor	GD/GC	2.80		4
	TRIREDRAFT_66687		Putative Glycosyltransferase family 17	GD/GC	2.01	Golgi	4
	TRIREDRAFT_64925		Putative Glycosyltransferase family 32	GD/GC	-2.08	ER	2
	TRIREDRAFT_120873		Putative Glycoside hydrolase family 71	LC/GC	-2.66		5
	TRIREDRAFT_61278		High affinity glucose transporter	LD/LC	3.68		4
	TRIREDRAFT_68941		Putative Glutathione S-transferase	GD/GC	3.19		4

*PM* Plasma membrane

Other upregulated genes in LC/GC in Δ*res2* but not DE in Rut-C30 include TRIREDRAFT_46285 encoding the chaperon HSP30, the putative alcohol dehydrogenase involved in redox reactions TRIREDRAFT_77770 and *pks2* (TRIREDRAFT_65891) having roles in secretion and secretion metabolism. Also, a G-protein-coupled receptor involved in cellulose sensing *csg1* (TRIREDRAFT_27948) is upregulated in GD/GC and LC/GC in in Δ*res2* only and falls in cluster 4.

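*hsp30* (TRIREDRAFT_46285, TrA1527C, chromosome I from 4923048 to 4923611) had a log2 fold change in LC/GC of -0.55 ± 0.90 in Rut-C30 and 3.17 ± 0.98 in Δ*res2* (adjusted p = 0.803 and 0.0850 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without Rut-C30 GC replicate 1 the Rut-C30 value was 2.38. Its strain difference was 3.72 ± 1.32 (adjusted p = 1.00). TRIREDRAFT_77770 (TrF1026C, chromosome VI from 3406145 to 3407412) rose by 0.60 ± 0.60 in Rut-C30 and 2.12 ± 0.62 in Δ*res2*, with normalized counts in LC of 169.8 and 189 in Rut-C30 and 426 and 426 in Δ*res2*. With the LC libraries fitted alone, its level differed between the strains by 1.27 (adjusted p = 1.5e-04 from the same test). *pks2* (TRIREDRAFT_65891, TrD0448W, chromosome IV from 1318902 to 1326541) rose by 1.00 ± 0.49 and 1.99 ± 0.51. DESeq2 called *hsp30* and *pks2* in Δ*res2*, and TRIREDRAFT_77770 in neither strain in this comparison (adjusted p = 0.00680 in Δ*res2*). The strain differences of TRIREDRAFT_77770 and *pks2*, 1.52 ± 0.85 and 0.99 ± 0.70, had an adjusted p of 1.00 for both.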

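*csg1* (TRIREDRAFT_27948, TrG0204C, chromosome VII from 588449 to 590234) rose in GD/GC by a log2 fold change of 0.98 ± 0.54 in Rut-C30 and 2.74 ± 0.57 in Δ*res2*, and only the latter was DE (adjusted p = 0.183 and 0.00387 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In GD of Δ*res2*, replicate 1 had 7151 normalized counts and replicate 2 1416, and without Δ*res2* GD replicate 1 the value was 1.20. In LC/GC, the gene rose by 0.97 ± 0.54 and 2.09 ± 0.56, the latter called by DESeq2 only. For the difference between the strains, the value was 1.76 ± 0.77 in GD/GC (adjusted p = 0.907) and 1.12 ± 0.76 in LC/GC (adjusted p = 1.00).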

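*pldB* (TRIREDRAFT_22331, TrF0767C, chromosome VI from 2599208 to 2601337) had 3848 and 896 normalized counts in GC and 2174 and 2771 in LC of Rut-C30, and 279 and 584 in GC and 3676 and 2465 in LC of Δ*res2*. TRIREDRAFT_45980 (TrA1225C, chromosome I from 3973943 to 3975582) had 5802 and 4604 in GC and 5254 and 6847 in LC of Rut-C30, and 1756 and 6045 in GC and 16661 and 15347 in LC of Δ*res2*.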

Interestingly, several lipid metabolism genes of this cluster were specifically DE in the lactose culture in the mutant strain, such as phospholipase D (*pldB*, TRIREDRAFT_22331) and TRIREDRAFT_45980, a gene encoding a protein putatively involved in phospholipid translocation. They are both upregulated in the in Δ*res2* strain in this condition (Table 1). 

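In LC/GC, *pldB* had a log2 fold change of 0.06 ± 0.56 in Rut-C30 and 2.83 ± 0.60 in Δ*res2* (adjusted p = 0.975 and 0.0219 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and TRIREDRAFT_45980 had 0.22 ± 0.57 and 2.04 ± 0.59 (adjusted p = 0.886 and 0.0690). DESeq2 called both genes in Δ*res2* only. The strain difference was 2.77 ± 0.80 for *pldB* and 1.82 ± 0.81 for TRIREDRAFT_45980 (adjusted p = 1.00 for both). In LC itself, with the LC libraries fitted alone, the strains differed by 0.33 for *pldB* and 1.42 for TRIREDRAFT_45980 (adjusted p = 0.514 and 4.4e-05). Without Rut-C30 GC replicate 1, the *pldB* value of Rut-C30 was 1.52.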

The *ple* gene (TRIREDRAFT_21960) encoding phospholipase E showed a similar upregulation in LC/GC but was grouped in the unassigned genes cluster of Δ*res2*. On the other hand, the acyltransferase CST26 gene (TRIREDRAFT_109980) was induced in Rut-C30 only in the LD/LC condition. This *Candida albicans* orthologue encodes a transferase involved in phospholipid synthesis and its lack of induction suggests that its expression could be regulated by RES2 (fungiDB).

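*ple* (TRIREDRAFT_21960, TrD0987W, chromosome IV from 3105321 to 3107342) rose in LC/GC in both strains, by a log2 fold change of 2.26 ± 0.55 in Rut-C30 and 2.91 ± 0.57 in Δ*res2* (adjusted p = 0.0519 and 0.0162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 called it in both. In the test of the response, the strain difference was 0.65 ± 0.75 (adjusted p = 1.00).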

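In LD/LC, CST26 (TRIREDRAFT_109980, TrE0225C, chromosome V from 685627 to 687099) rose by a log2 fold change of 0.96 ± 0.34 in Rut-C30 and 0.63 ± 0.33 in Δ*res2* (adjusted p = 0.0398 and 0.154 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its normalized counts in Rut-C30 were 1589.7 and 1651 in LC and 3277 and 3028 in LD, and leaving out 1 of these libraries at a time kept the value between 0.91 and 1.02. Between the strains, the response differed by -0.33 ± 0.47 (adjusted p = 1.00), and by -0.27 with the lactose libraries fitted alone (adjusted p = 0.242). With the libraries of each condition fitted alone, its level differed between the strains by -0.16 in LC and -0.46 in LD (adjusted p = 0.249 and 5.5e-04 from the same test).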

An important component of fungal membranes is ergosterol. But only two genes of the ergosterol pathway were found to be differentially regulated in the Δ*res2* strain compared to Rut-C30: the *are2* gene encoding a sterol-O-acyltransferase (TRIREDRAFT_50607) and erg3, a putative C-14 sterol reductase (TRIREDRAFT_81049). 

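*are2* (TRIREDRAFT_50607, TrE0238C, chromosome V from 712532 to 714644) had 920.3 and 576 normalized counts in GC and 1065 and 1470.4 in LC of Rut-C30, and 169 and 987 in GC and 2072 and 3406 in LC of Δ*res2*. *erg3* (TRIREDRAFT_81049, TrF1079C, chromosome VI from 3581209 to 3582792) had 352 and 401 in LC and 101 and 117 in LD of Rut-C30, and 392 and 479 in LC and 109 and 96.4 in LD of Δ*res2*.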

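The log2 fold change of *are2* in LC/GC was 0.76 ± 0.65 in Rut-C30 and 2.25 ± 0.68 in Δ*res2* (adjusted p = 0.593 and 0.0807 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the Δ*res2* value was 4.02 without Δ*res2* GC replicate 2. Neither edgeR nor DESeq2 (adjusted p = 0.00590) placed it past the DEG limits. In LD/LC, *erg3* changed by -1.79 ± 0.33 in Rut-C30 and -2.08 ± 0.33 in Δ*res2* (adjusted p = 0.00163 and 7.8e-04), and only the latter passed the fold change limit. For the difference between the strains, the value was 1.49 ± 0.92 for *are2* in LC/GC and -0.29 ± 0.45 for *erg3* in LD/LC (adjusted p = 1.00 for both).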

The former was specifically induced in LC/GC whereas the latter was repressed in the presence of both DTT and lactose (LD/LC) in the mutant strain. Therefore, biosynthesis of ergosterol did not seem to be significantly affected by the lack of RES2.

In yeast and filamentous fungi, UPR is linked to cell wall integrity [21] and in yeast, the two pathways are coordinately regulated. 

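In LC/GC, *bip1* rose by a log2 fold change of 1.86 ± 0.43 in Rut-C30 and 2.55 ± 0.44 in Δ*res2*, and *pdi1* by 1.20 ± 0.40 and 1.39 ± 0.41. None of these met the adjusted p limit for DEGs (adjusted p = 0.0412, 0.00988, 0.138 and 0.0721 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 called *bip1* in Δ*res2*. The strain difference was 0.68 ± 0.60 for *bip1* and 0.18 ± 0.56 for *pdi1* (adjusted p = 1.00 for both).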

In Rut-C30 and the Δ*res2* mutant, UPR is induced with DTT and cellulase induction by lactose. Even if UPR related genes were not DE in the two strains, we verified if the expression of genes coding for putative cell wall modifying enzymes were differentially affected. Indeed, a chitinase (TRIREDRAFT_120953), two β-1,3 glucanases belonging to family GH55 (TRIREDRAFT_73248 and TRIREDRAFT_ 121746) and a GH71 α-1,3 glucanase were differentially regulated in the two strains in either of the two secretion stress conditions. 

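The genes were the GH18 chitinase gene TRIREDRAFT_120953 (TrA1911W, chromosome I from 6089419 to 6091236), the GH55 genes TRIREDRAFT_73248 (TrA0222W, chromosome I from 616977 to 620386) and TRIREDRAFT_121746 (TrF0994W, chromosome VI from 3323294 to 3325624), and the GH71 gene TRIREDRAFT_120873 (TrA2134C, chromosome I from 6769132 to 6771194). For the strain difference in the comparison named for each gene in Table 1, none had an adjusted p under 0.05 (adjusted p = 1.00, 1.00, 0.935 and 1.00). The differences were 0.95 ± 1.02 for the GH18 gene, -0.45 ± 0.46 and -1.24 ± 0.91 for the GH55 genes and 1.38 ± 0.86 for the GH71 gene (log2).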

The GH18 gene was induced in LC/GC in the Δ*res2* strain only whereas both GH55 genes were repressed in the same strain in the presence of either lactose or DTT. 

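The GH18 gene rose in LC/GC by a log2 fold change of 2.24 ± 0.75 in Rut-C30 and 3.19 ± 0.78 in Δ*res2* (adjusted p = 0.140 and 0.0393 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the Rut-C30 value was 4.47 without Rut-C30 GC replicate 2, which had 2828 normalized counts against 359 in replicate 1. TRIREDRAFT_73248 changed in LC/GC by -1.78 ± 0.33 in Rut-C30 and -2.24 ± 0.33 in Δ*res2* (adjusted p = 0.0167 and 0.00528). TRIREDRAFT_121746 changed in GD/GC by -1.04 ± 0.65 and -2.28 ± 0.68 (adjusted p = 0.238 and 0.0203). DESeq2 called the 3 genes in Δ*res2* and in no comparison of Rut-C30 given here.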

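For the GH71 gene TRIREDRAFT_120873, the log2 fold change in LC/GC was -1.90 ± 0.62 in Rut-C30 and -0.52 ± 0.61 in Δ*res2* (adjusted p = 0.127 and 0.646 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The normalized counts were 456 and 213 in GC and 94.1 and 84.1 in LC of Rut-C30. Without Rut-C30 GC replicate 1, the Rut-C30 value was -1.20.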

GH71 gene is downregulated in LC/GC, but only in Rut-C30 (Table 1). All four proteins are predicted to be secreted or cell wall located.

We also analyzed the effect of the *res2* deletion on media containing the redox stress agent DTT in more detail. Again, genes encoding proteins involved in the translocation or intracellular transport of phospholipids were found to be upregulated uniquely in the Δ*res2* mutant (*ept1*, TRIREDRAFT_55627 and *Sec14*, TRIREDRAFT_8192). These results suggest that the deletion of *res2* impacts the expression of genes involved in the ER membrane synthesis or homeostasis, which is particularly important in conditions of secretion stress.

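*ept1* (TRIREDRAFT_55627, TrC1107C, chromosome III from 3755563 to 3757030) rose in GD/GC by a log2 fold change of 1.16 ± 0.43 in Rut-C30 and 1.96 ± 0.44 in Δ*res2* (adjusted p = 0.0566 and 0.00550 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The second gene is listed in Table 1 as *Sec14* (TRIREDRAFT_81972, TrG0115C, chromosome VII from 327758 to 329221), and it rose by 0.87 ± 0.26 in Rut-C30 and 1.99 ± 0.27 in Δ*res2* (adjusted p = 0.0249 and 3.4e-04). Both Δ*res2* values were just under the fold change limit here and just over it with DESeq2, which called both. In the test of the response, the strain difference was 0.80 ± 0.60 for *ept1* and 1.11 ± 0.37 for *Sec14* (adjusted p = 0.940 and 0.907).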

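Tables 1 and 2 list 45 genes as regulated in one strain, in 54 pairs of a gene and a comparison. In these pairs, 52 of the log2 fold changes had the same direction in both strains, and 13 were past a log2 fold change of 2 in the other strain as well. The Rut-C30 values in LD/LC, LC/GC and LD/GD, computed with DESeq2, differ from the paper's supplementary table (median absolute differences 0.390, 0.313 and 0.327). This enters both numbers. In the strain the paper names, 11 of the pairs were past the DEG limits with edgeR and 45 with DESeq2, and DESeq2 called 9 of those 45 in the other strain too. The strain difference had a median size of 1.12 (log2) and passed an adjusted p of 0.05 for none of the pairs, neither over all genes tested nor adjusted over the list alone (smallest adjusted p over the list 0.149, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 15 pairs at an unadjusted p under 0.05. The paper chose the list in its own analysis of this experiment, so the adjustment over the list alone is not independent evidence. With DESeq2, the strain difference of 1 pair passed over all genes, that of the amino acid transporter gene TRIREDRAFT_121486 (TrA0037W, chromosome I from 113728 to 115210) in GD/GC (adjusted p = 0.00982). It rested on Δ*res2* GD replicate 1, with 5691 normalized counts against 18.3 in replicate 2, and the Δ*res2* log2 fold change of 7.68 ± 1.85 was 0.45 without it. In the lactose libraries fitted alone, the strain difference of *tfIIIA* in LD/LC passed as well. It was 1.12 (adjusted p = 0.00173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).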

Another functional group of genes for which the expression was found to be impacted by the deletion of *res2* encode glycosyltransferases (GT). Among other functions, these enzymes are catalyzing several protein glycosylation steps during maturation in the ER and Golgi. Three GT (TRIREDRAFT_72788, TRIREDRAFT_77283 and TRIREDRAFT_120923) belonging to CAZy families GT2, GT31 and GT32 were upregulated in the presence of DTT, but in the Δ*res2* mutant only. 

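In GD/GC, TRIREDRAFT_72788 (TrC0059W, chromosome III from 199490 to 201136) had a log2 fold change of 0.29 ± 0.59 in Rut-C30 and 1.99 ± 0.62 in Δ*res2*, TRIREDRAFT_77283 (TrA0066W, chromosome I from 191314 to 193791) of 1.39 ± 0.67 and 2.21 ± 0.69, and TRIREDRAFT_120923 (TrA1996C, chromosome I from 6366149 to 6367303) of 3.28 ± 1.48 and 8.36 ± 1.80. Of the Δ*res2* values, that of TRIREDRAFT_120923 was past the DEG limits (adjusted p = 0.00447 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 called all 3. The values of TRIREDRAFT_72788 and TRIREDRAFT_120923 rested on Δ*res2* GD replicate 1, with 1974 and 2773 normalized counts against 346 and 78.3 in replicate 2, and were 0.30 and 4.23 without it. In LD/LC, TRIREDRAFT_77283 rose by 2.62 ± 0.70 in Rut-C30 and 2.50 ± 0.70 in Δ*res2*, and TRIREDRAFT_120923 was at least 4.47-fold higher in LD of Rut-C30, where LC had at most 2 counts, and rose by 2.90 ± 1.54 in Δ*res2*. The strain differences in GD/GC were 1.71 ± 0.85, 0.82 ± 0.94 and 5.09 ± 2.20 in the order above (adjusted p = 0.907, 0.956 and 0.907).

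**Figure D6:**
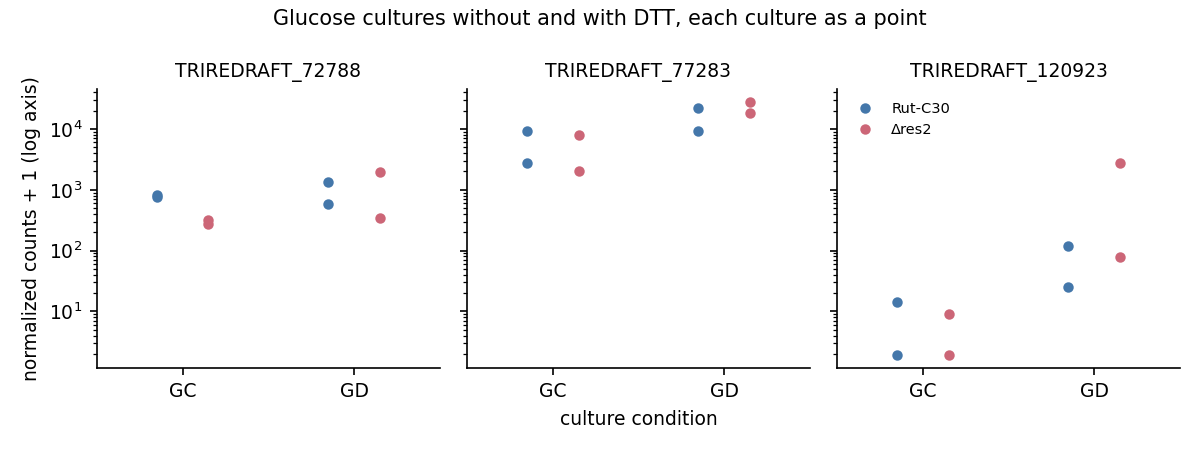
Normalized counts plus 1 (log axis) of 3 glycosyltransferase genes in each glucose culture without (GC) and with DTT (GD) for both strains (points). For TRIREDRAFT_120923, the GD cultures of Δ*res2* lie at 2773 and 78.3 and those of Rut-C30 at 24.5 and 117.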

Three other GT (TRIREDRAFT_66687, TRIREDRAFT_64925 and TRIREDRAFT_122992) were upregulated with DTT uniquely in Rut-C30. It is noteworthy that all the mentioned GT whose genes were DE are predicted, by localization prediction online tools, to be located in the ER or Golgi apparatus. 

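TRIREDRAFT_66687 (TrD0158W, chromosome IV from 453736 to 454848) rose in GD/GC by a log2 fold change of 1.93 ± 0.72 in Rut-C30 and 1.49 ± 0.71 in Δ*res2* (adjusted p = 0.0584 and 0.116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the Δ*res2* value ran from -0.84 without Δ*res2* GD replicate 2 to 2.38 without Δ*res2* GD replicate 1. TRIREDRAFT_64925 (TrF0192W, chromosome VI from 625989 to 627197) fell in GD/GC in both strains, with -2.17 ± 0.46 in Rut-C30 and -1.23 ± 0.45 in Δ*res2*. TRIREDRAFT_122992 (TrD0298C, chromosome IV from 874053 to 875585) is listed in Table 1 for LC/GC, where it rose by 2.04 ± 0.43 in Rut-C30 and 0.54 ± 0.41 in Δ*res2*. DESeq2 called TRIREDRAFT_64925 and TRIREDRAFT_122992 in Rut-C30 only, and TRIREDRAFT_66687 in neither strain (adjusted p = 0.0146 in Rut-C30). Their strain differences were -0.45 ± 0.99, 0.94 ± 0.63 and -1.49 ± 0.59 (adjusted p = 0.978, 0.921 and 1.00).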

Even if it is not possible at this stage to evaluate the real impact on glycosyl side chains of secreted proteins, glycosylation is probably altered in the Δ*res2* mutant in the presence of DTT which could interfere with normal secretion and/or activity of secreted enzymes.

These results suggest that RES2 is, probably among other functions, somehow involved in the regulation of protein synthesis and protein fate and of pathways related to secretion. It is not known if RES2 acts directly on the regulated genes or if its action involves other factors. Therefore, we analyzed the data for differentially regulated TFs. In Rut-C30, only two genes encoding putative transcriptional regulators were DE compared to the Δ*res2* strain, one up- and the other downregulated (Table 2). In contrast, in the latter, six genes were specifically DE in the deletion strain and four of them were downregulated in the presence of DTT. 

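*tfIIIA* (TRIREDRAFT_121757, TrF0966W, chromosome VI from 3224403 to 3225988) changed in LD/LC by a log2 fold change of -1.87 ± 0.24 in Rut-C30 and -0.81 ± 0.24 in Δ*res2*, with 123 and 120.1 normalized counts in LD of Rut-C30 and 207 and 205 in LD of Δ*res2*. The strain difference of 1.06 ± 0.33 had an adjusted p of 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with the lactose libraries fitted alone it was 1.12 with an adjusted p of 0.00173. TRIREDRAFT_105784 (TrC1573C, chromosome III from 5286593 to 5289850) rose in GD/GC by 2.71 ± 0.79 in Rut-C30 and 1.10 ± 0.77 in Δ*res2*, where replicate 1 had 18.4 and replicate 2 232 normalized counts. DESeq2 called this gene in Rut-C30 only, and the strain difference was -1.61 ± 1.07 (adjusted p = 0.919).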

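The downregulated genes were TRIREDRAFT_55272 (TrC1121W, chromosome III from 3799512 to 3801321), *pro1* (TRIREDRAFT_76590, TrA1632W, chromosome I from 5297495 to 5299748), TRIREDRAFT_105255 (TrA2113C, chromosome I from 6710615 to 6712925) and TRIREDRAFT_121682 (TrB1006C, chromosome II from 3139997 to 3140525). In GD/GC, their log2 fold changes in Δ*res2* were -5.30 ± 1.68, -3.06 ± 0.60, -2.24 ± 0.44 and -2.70 ± 0.50 (adjusted p = 0.0273, 0.00263, 0.00263 and 0.00206 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in Rut-C30 -1.87 ± 1.44, -1.12 ± 0.55, -0.83 ± 0.41 and -1.16 ± 0.48. The first of them was called by DESeq2 only, and the other 3 by both tools. All 4 had negative values in both strains, and the strain differences were -3.42 ± 2.03, -1.94 ± 0.78, -1.41 ± 0.59 and -1.55 ± 0.67 (adjusted p = 0.907 for each). For TRIREDRAFT_55272, the counts of Rut-C30 were 112590 and 6520.4 in GC and 32092 and 407 in GD, and its Rut-C30 value ran from -7.19 without Rut-C30 GD replicate 1 to 1.38 without Rut-C30 GC replicate 1.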

TRIREDRAFT_109538 belonging to cluster 4 was upregulated in the GD/GC condition whereas the sixth one, TRIREDRAFT_12107, a homeodomain-containing protein, was upregulated in the lactose culture in the mutant only. 

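TRIREDRAFT_109538 (TrG0432W, chromosome VII from 1363179 to 1363982) rose in GD/GC by a log2 fold change of 1.80 ± 0.74 in Rut-C30 and 4.06 ± 0.82 in Δ*res2* (adjusted p = 0.0821 and 0.00316 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the Δ*res2* value was 1.92 without Δ*res2* GD replicate 1. The homeobox gene is listed in Table 2 as *hom3* (TRIREDRAFT_121074, TrA1664W, chromosome I from 5377815 to 5379443), and it rose in LC/GC by 1.55 ± 0.34 in Rut-C30 and 2.03 ± 0.35 in Δ*res2* (adjusted p = 0.0346 and 0.00932, the latter called by DESeq2 only). The strain differences were 2.26 ± 1.04 and 0.48 ± 0.47 (adjusted p = 0.907 and 1.00), and without Rut-C30 GC replicate 2 the Rut-C30 value of *hom3* was 2.44.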

Interestingly, the ortholog of this gene in *Penicillium oxalicum* was found to be involved in cellulase and xylanase production [22, 23]. Finally, the VIB1 TF (TRIREDRAFT_54675) which belongs to cluster 2 was downregulated in both strains in the presence of DTT (GD/GC and LD/LC) but upregulated by Log2fold change factor of 1.85 in the presence of lactose in the Δ*res2* strain only. This points to an eventual interaction between the two transcription factors in cellulase inducing conditions.

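*vib1* (TRIREDRAFT_54675, TrE0539W, chromosome V from 1794033 to 1796078) changed in GD/GC by a log2 fold change of -2.27 ± 0.38 in Rut-C30 and -2.98 ± 0.40 in Δ*res2*, and in LD/LC by -3.56 ± 0.40 and -3.75 ± 0.41, all past the DEG limits. In LC/GC, it rose by 1.24 ± 0.37 in Rut-C30 and 1.78 ± 0.37 in Δ*res2* (adjusted p = 0.0975 and 0.0215 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The strain difference in LC/GC was 0.54 ± 0.51 (adjusted p = 1.00), and without Rut-C30 GC replicate 2 the Rut-C30 value was 2.19.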

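The level of *vib1* in LC was 6845 ± 775 normalized counts (SD, n = 2) in Rut-C30 and 5765 ± 249 in Δ*res2*, a log2 fold change of -0.25 ± 0.36 between the strains (adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In LD, the strains differed by -0.43 ± 0.37 (adjusted p = 1.00). With the libraries of each condition fitted alone, the difference was -0.23 in LC and -0.39 in LD (adjusted p = 0.170 and 0.0162).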

**Table 2:** Genes encoding putative transcriptional regulators differentially regulated in only one strain in the indicated condition

	Gene ID	Gene	DE in condition	Log2fold change	Cluster
**Rut-C30 unique genes**	TRIREDRAFT_121757	C2H2 transcription factor tfIIIA	LD/LC	-2.12	5
	TRIREDRAFT_105784	DUF636 domain-containing protein	GD/GC	2.8	4
***Δres2*** **unique genes**	TRIREDRAFT_109538	Putative BZIP transcriptional regulator	GD/GC	4.13	4
	TRIREDRAFT_121074	homeobox transcriptional regulator *hom3*	LC/GC	2.10	2
	TRIREDRAFT_55272	Putative Zn(2)Cys6 transcription factor	GD/GC	-5.20	5
	TRIREDRAFT_76590	Zn2Cys6 transcriptional regulator *pro1/rosA/adv1*	GD/GC	-2.95	Unassigned
	TRIREDRAFT_105255	Zn2Cys6 transcriptional regulator	GD/GC	-2.16	Unassigned
	TRIREDRAFT_121682	Zn2Cys6 transcriptional regulator	GD/GC	-2.62	Unassigned

## Discussion

In this study, the role of the TF RES2 in secretion and the secretion stress response in *T. reesei* Rut-C30 was investigated. We could show that deletion of the *res2* gene resulted in reduced radial growth on glucose and lactose and slower germination as well as in decreased productivity in both non-inducing and cellulase secretion inducing conditions. The phenotype observed resembles the one obtained in the *N. crassa res2* deletion mutant but is not identical. In *N. crassa*, growth of the Δ*res2* mutants on minimal media was indistinguishable from the WT strain on minimal media and reduced only at concentrations > 5 mM DTT [19]. In our case, we could not find a negative effect of DTT on the mutant up to 5 mM DTT, the highest concentration tested. Addition of DTT even seemed to promote growth in the mutant strain, an unexpected result. However, growth of the deletion strain was clearly reduced in the absence of DTT on all carbon sources compared to Rut-C30.

In this context, it is important to mention that despite the visibly slower growth in solid cultures, biomass production in liquid cultures was not reduced in the mutant and the lower protein secretion could thus not be explained by a reduced growth. The difference in extracellular protein concentration was therefore due to a less efficient secretion, both in non-inducing and inducing conditions.

When comparing *T. reesei* to *N. crassa*, one must keep in mind that regulation of cellulase gene expression implies different transcription factors in these species. Whereas in *N. crassa*, CLR-1 and CLR-2 are essential for cellulase gene activation [24], XYR1 and ACE3 are the main regulators in *T. reesei* [25, 26]. Indeed, no orthologous genes of *clr-1* and *clr-2* are present in the latter. Another important fact is that the present study was done on the hyperproducing strain Rut-C30 in which cellulase genes are highly inducible and where the role of RES2 might be altered compared to the wild type strain QM6a. However, it is also worth mentioning that there are no mutations in the sequence of *res2* gene in the hyperproducing strain Rut-C30 compared to that in the wild-type strain QM6a and that the expression of this gene is similar in the QM6a strain and the Rut-C30 both in glucose- and lactose-containing media (F. Bidard-Michelot, unpublished results).

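Over the genes that the paper's first cluster holds in both strains, the mean log2 fold change (± SD across genes) was -4.28 ± 1.44 in GD/GC and -6.67 ± 1.54 in LD/LC of Rut-C30, and -4.76 ± 1.77 and -6.65 ± 1.63 in Δ*res2*.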

In accordance with previous studies, we observed downregulation of transcription of many secreted proteins (mainly cellulases) in DTT stress conditions. This can be explained by repression under secretion stress (RESS), since induction of this stress response mechanism by DTT in Rut-C30 was already evidenced before [12]. The reduction of cellulase gene expression by DTT is the same in Rut-C30 and Δ*res2*, which indicates that RES2 is not involved in the regulation of this mechanism. It does not seem to play a significant role in triggering the UPR or ERAD response either, as *pdi1* and *bip1* as well as most ERAD-related genes, such as *hrd1*, *hrd3*, *lcl2*, and *cpr1* were not DE between the two strains. This is in contrast to the results obtained in *N. crassa*, where RES2 was proposed to be involved in secretion and the secretion stress response [19]. 

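The strain difference in LD/LC was -0.11 ± 1.88 for *cbh1*, 0.14 ± 1.14 for *xyn1*, 0.30 ± 1.66 for *bgl1*, -1.04 ± 1.65 for *xyn3* and -0.38 ± 1.59 for *bxl1*, each smaller than its standard error (log2). In GD/GC, it was 0.04 ± 1.88 for *cbh1*, 1.06 ± 1.23 for *xyn1* and 1.04 ± 1.61 for *bxl1* (adjusted p from 0.956 to 1.00, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *bgl1* and *xyn3*, both GD cultures of Δ*res2* had at most 3 counts, so that *bgl1* was at least 153.-fold and *xyn3* at least 27.5-fold lower in GD than in GC of Δ*res2*, and the difference between the strains has no estimate.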

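The strain difference in GD/GC was -0.10 ± 0.59 for *bip1*, -0.58 ± 0.56 for *pdi1*, 0.08 ± 0.37 for *hrd1* and 0.16 ± 0.49 for *lcl2* (log2, adjusted p from 0.948 to 0.987, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In LD/LC, it was -0.26 ± 0.59, -0.22 ± 0.56, -0.22 ± 0.37 and -0.16 ± 0.49 for these genes, and with the lactose libraries fitted alone it was -0.20 for *bip1* and -0.16 for *pdi1* (adjusted p = 0.740 and 0.732 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The files and the paper's tables give no identifier for *hrd3* and *cpr1*, which were not analysed here.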

Although the *res2* gene was moderately upregulated in *T. reesei* Rut-C30 in the presence of DTT, similarly to *N. crassa* (Log2 fold change 1,38 and 1,6 respectively), the role of this transcriptional regulator under these stress conditions is apparently different *N. crassa* and in the hypersecreting *T. reesei* strain.

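The files do not name *res2*, and TrA1112W on chromosome I (from 3588003 to 3589547) was the only gene with under 3 counts in every Δ*res2* library and over 100 in every Rut-C30 library. Its counts before normalization lay between 2900 and 7046 in Rut-C30 and between 0 and 2 in Δ*res2*. In Rut-C30, its log2 fold change was 1.30 ± 0.34 in GD/GC (adjusted p = 0.0180 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.56 ± 0.34 in LD/LC, 0.48 ± 0.34 in LC/GC and -0.26 ± 0.34 in LD/GD.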

Most oxidoreductases, catalases, dehydrogenases and cytochrome-P450 were upregulated only in DTT conditions. This is expected due to the higher stress induction by the reducing effect of DTT. However, several redox regulators (e.g. TRIREDRAFT_80659 and TRIREDRAFT_77770) were upregulated in Δ*res2* uniquely implying that RES2 plays a role in maintaining a stress-free cellular environment in Rut-C30, and its deletion evokes the release of reactive oxygen species.

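TRIREDRAFT_80659 (TrD0022W, chromosome IV from 69663 to 71999) fell with DTT in glucose in both strains, with a log2 fold change in GD/GC of -2.22 ± 0.78 in Rut-C30 and -6.16 ± 0.97 in Δ*res2* (adjusted p = 0.0480 and 8.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In LC/GC, it rose in both, by 2.11 ± 0.78 and 2.30 ± 0.78 (adjusted p = 0.176 and 0.110). Between the strains, the response differed by -3.94 ± 1.15 in GD/GC and 0.19 ± 1.06 in LC/GC (adjusted p = 0.907 and 1.00), and without Rut-C30 GC replicate 2 the GD/GC value of Rut-C30 was 0.16. TRIREDRAFT_77770 rose in GD/GC by 0.96 ± 0.60 in Rut-C30 and 2.68 ± 0.63 in Δ*res2* (adjusted p = 0.240 and 0.00720), with a strain difference of 1.72 ± 0.85 (adjusted p = 0.907). DESeq2 called its Δ*res2* value, and the GD cultures of Δ*res2* had 914 and 339.8 normalized counts.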

As in *N. crassa*, the *res2* deletion was found to decrease secretion of cellulolytic enzymes. However, whereas hemicellulase and cellulase transcription was downregulated in Avicel cultures of the *N. crassa* Δ*res2* strain, the mRNA levels of these genes in the *T. reesei* Δ*res2* were identical to those in the Rut-C30 strain upon induction by lactose. This indicates that RES2 does not contribute significantly to the transcriptional induction of cellulase genes by lactose in Rut-C30. 

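In LC, the log2 fold change between the strains (Δ*res2* over Rut-C30) was -0.03 ± 1.33 for *cbh1*, 0.10 ± 0.80 for *xyn1*, 0.10 ± 1.15 for *bgl1*, 0.06 ± 1.02 for *xyn3* and 0.21 ± 1.12 for *bxl1* (adjusted p = 1.00 for each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).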

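With the LC libraries fitted alone, which has a smaller error since the lactose duplicates were close, the strains differed by -0.02 for *cbh1*, 0.12 for *xyn1*, 0.12 for *bgl1*, 0.08 for *xyn3* and 0.23 for *bxl1* (adjusted p = 0.978, 0.760, 0.555, 0.806 and 0.355 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).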

In fact, in this hyper producing strain, the gene of the major transcriptional regulator of lignocellulase genes, XYR-1 is highly expressed, and the high induction mediated by this TF might override more subtle regulations by other TFs such as RES2.

Despite the induction of cellulase encoding genes by lactose in the deletion strain, protein secretion was lower in this condition compared to the parental strain. There are different explanations for this observation. First, it could be the result of a regulation at the translational level. Even if inhibition of translation does not play an important role in ER stress in *Trichoderma* [12], the observed impact of the *res2* deletion on the amino acid biosynthesis pathway could slow down protein elongation. The decrease could also be related to modification steps at the post-translational level such as folding and maturation of the polypeptides in the ER and the secretory pathway. Among the genes specifically DE in the Δ*res2* strain in the presence of lactose we could identify genes involved in phospholipid metabolism (e.g. phospholipase E), a chaperone (TRIREDRAFT_46285), both upregulated, but also genes putatively involved in the modification of the protein glycans (TRIREDRAFT_73248, TRIREDRAFT_77547, both downregulated). It is therefore possible that changes in the ER membrane or the protein glycan side chains lead to less efficient protein secretion. 

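TRIREDRAFT_77547 (TrB0858W, chromosome II from 2663415 to 2665145) fell in LC/GC to the same extent in both strains, by log2 fold changes of -4.59 ± 0.57 in Rut-C30 and -4.63 ± 0.58 in Δ*res2* (adjusted p = 0.00221 and 0.00247 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was DE in both. In LD/GD, it changed by -2.64 ± 0.51 and -2.67 ± 0.52. For the difference between the strains, the value was -0.04 ± 0.72 in LC/GC and -0.03 ± 0.69 in LD/GD (adjusted p = 1.00 for both). Between the strains in LC, *ple* differed by -0.34 ± 0.53, *hsp30* by 2.56 ± 0.95 and TRIREDRAFT_73248 by 0.28 ± 0.33 (log2, adjusted p = 1.00 for each). With the LC libraries fitted alone, the values were -0.32, 2.56 and 0.30 (adjusted p = 0.0463, 0.0363 and 0.515), so that *ple* and *hsp30* passed 0.05 in this fit.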

Alternatively, enhanced protein degradation in the extracellular space might also explain the decreased protein concentration. TRIREDRAFT_82623, a putative secreted subtilisin, was specifically induced in the mutant in the presence of lactose, even if the *p*-value of the LC/GC condition was above 0.005 (0.03). 

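TRIREDRAFT_82623 (TrC0005C, chromosome III from 16550 to 18576) had a log2 fold change in LC/GC of -0.55 ± 0.89 in Rut-C30 and 2.50 ± 0.95 in Δ*res2* (adjusted p = 0.802 and 0.144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Rut-C30 value rested on GC replicate 2, with 2559 normalized counts against 135 in replicate 1, and was 2.86 without it. The strain difference was 3.05 ± 1.29 (adjusted p = 1.00). In LC, the normalized counts were 769 and 1075 in Rut-C30 and 1016 and 582 in Δ*res2*. In LD/GD, the gene fell in both strains, by log2 fold changes of -2.08 ± 0.95 and -1.91 ± 0.96.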

As some lipid metabolism genes were regulated, it is possible that RES2 contributes to the highly developed ER structure in Rut-C30. Analysis of the ER structure of the Δ*res2* strain by electron microscopy could verify this hypothesis.

Approximately 5% (459) of the genome of *T. reesei* encode proteins having transport functions (*T. reesei* transporters annotated in the genome portal http://genome.jgi-psf.org/Trire2/Trire2.home.html). Among these genes, there are around 50–100 sugar transporters of which the majority are uncharacterized [27, 28]. Concerning transporter-coding genes that were DE uniquely in Δ*res2* in this study, many of them belong to the MFS superfamily that comprises 16 different families with 89 subfamilies [29] of which each can transport essential nutrients and ions [30] and excrete end products of metabolism [31]. The MFS transporters STR1, CRT1 and STP1 can induce the expression of CAZymes as demonstrated by previous studies [32–34]. CRT1 was demonstrated to have a direct regulatory role on cellulase gene expression, independently of its transporting activity [32]. In our study, the *stp1* gene was not DE in any condition, while *str1* and *crt1* were induced in the presence of lactose but downregulated in the presence of DTT. These lower transcript levels could also have contributed to the downregulation of cellulase gene transcripts in the presence of DTT, in addition to the RESS mechanism. In the Δ*res2* strain, the functional category “transmembrane transport” of uniquely DE genes was enriched (Table 3), and many sugar and amino acid transporters, especially those belonging to cluster 3, were upregulated in GD/GC in this strain only. Others were downregulated in the presence of DTT. The downregulation of transporters in the presence of stress signals was already reported before [35]. As transporters must often be addressed to the plasma membrane, they also pass the ER/Golgi pathway, and it is not surprising that their regulation follows those of secreted proteins.

**Table 3:** Enriched functions of uniquely DE genes in Rut-C30 and Δ*res2*

Rut-C30	Δ*res2*
Ribosome biogenesis and rRNA processing Amine metabolism Nucleotide metabolic process Tryptophane and indole metabolic process Carbohydrate derived metabolic process Amino acid metabolic process	Transmembrane Transport Lipid metabolic Process Valine metabolic Process

We could show that the *res2* deletion led to differential expression of several TFs compared to Rut-C30. All but two of them were differentially regulated (up- or down) in response to DTT in the medium, pointing to a role in the stress response of the fungus to this toxic compound, rather than in protein secretion.

One of them is the cross-pathway control encoding gene *cpc1* which was found to be induced with DTT in both Rut-C30 and Δ*res2* mutant (log2 fold change of 3.3 and 2.6, respectively). This was already observed in other fungi [19, 36] as well as in the work of [13] where also many potential target genes involved in amino acid biosynthesis were induced by DTT. In our study, amino acid synthesis genes were found to be DE in both strains, but with some differences: tryptophane biosynthesis genes were enriched uniquely in Rut-C30 and were upregulated, while valine biosynthesis genes were enriched in the mutant, but downregulated (Table 3). A hypothesis is that RES2 interacts with CPC1 to finetune the expression of AA metabolic genes. But as *cpc1* transcript levels were identical in the mutant and Rut-C30, RES2 does apparently not control the expression of *cpc1*. Yet, it would be interesting to investigate if CPC1 has a role in the regulation of the *res2* gene.

## Conclusions

In an effort to decipher the regulatory mechanism of protein secretion in the hyperproducer *T. reesei* Rut-C30, the role of the RES2 transcription factor was investigated. We could show that the deletion of *res2* impacts fungal growth, germination, and protein secretion. Transcriptomic analysis revealed that CAZyme gene expression was not dependent on the action of RES2 which had no regulatory role on most elements of the stress response mechanisms UPR, ERAD and RESS either. The results are therefore rather in favor of an indirect action of RES2 on protein secretion by modulating the expression of transporters, lipid metabolism and protein modification genes. A major regulatory role of RES2 in amino acid synthesis was also evidenced. As a consequence, it would be interesting to dedicate future studies to the elucidation of a potential interplay between RES2 with other transcription factors such as CPC1. A comparison with the regulatory network involving RES2 in the wild-type strain QM6a could also be interesting and deliver some clues for understanding the hypersecreting phenotype of Rut-C30.

## Methods

### Strains and media

Rut-C30 (ATCC 56,765) strain was used in this study, and the Δ*res2* mutant was derived from this strain. Butanetetracarboxylic acid (BTCA) medium, which was used to culture Δ*res2* and Rut-C30 for protein measurement experiments, was composed of 5.6 g/l (NH_4_)_2_SO_4_, 4.4 g/l K_2_HPO_4_, 0.3 g/l MgSO4.7H_2_O, 0.15 g/l CaCl_2_.2H_2_O, 5.85 g/l BTCA, 3 g/l KOH crystals, 1.5 g/l cornsteep (SOLULYS®) and oligo-elements (30 mg/l FeSO_4_.H_2_0, 9 mg/l Co(NO_3_)_2_.6H_2_0, 6.4 mg/l MnSO_4_.H_2_0, 8.4 mg/l ZnSO_4_.7H_2_0, 3 mg/l CuSO_4_.5H_2_0, 0.4 mg/l H_3_BO_3_, and 1 mg/l MoNa_2_O_4_.2H_2_O). 2% of glucose, lactose or 1% lactose and 1% TechnoCel BH200 (200 μm fibers, TECHNOCEL®) were added as carbon source. Minimal solid medium for growth kinetics measurement was composed of 5 g/l KH_2_PO_4_, 5 g/l (NH_4_)SO_4_, 11.7 g/l Tri-Sodium Citrate, 20 g/l (2%) of carbon source (glucose or lactose), 20 g/l agar, the pH was adjusted to 6. To examine the germination of the mutant strain Δ*res2* and its parental strain Rut-C30, 2 × 10^5^ spores were diluted 200x and spread on plates containing 2% carbon source and solid minimal media. Hyphal growth and branching were observed using microscope ZEISS Imager.M2.

### Fed-flask experiments

Fed-flask experiments were performed in an Infors incubator and using peristaltic pumps (Dasgip MP8) as described by [37] with slight modifications. 250 ml Erlenmeyer flasks containing 60 ml of complete saline medium (1 ml/l H_3_PO_4_ 85%, 2.8 g/l (NH_4_)_2_SO_4_, 300 mg/l MgSO_4_,7H_2_O, 150 mg/l CaCl_2_,2H_2_O, 8 g/l dipotassium phthalate, 1.5 g/l cornsteep, 30 mg/l FeSO_4_,7H_2_O, 6 mg/l MnSO_4_, H_2_O 8 mg/l ZnSO_4_,7H_2_O, 9 mg/l CoNO_3_,6 H_2_O, 1 mg/l H_3_BO_3_, pH = 5.4) supplemented with 12.5 g/l glucose, were inoculated with 2 × 10^5^ spores /ml and cultured at 30 °C with 200 rpm. After a batch phase of two days and verification of glucose consumption (< 0.3 g/l) with a Glucose Analyzer 2 glucostat (Beckman) the fed-batch fermentation was initiated by feeding with a lactose or a glucose solution (55 g/l) at a constant rate of 0.3 ml/h. At 40 h of fed-batch which led to protein secretion in the lactose fed-batch, two replicates of each condition were treated with DTT 10 mM for two hours, while the other two replicates were non-treated. Samples for protein measurements were taken at 0, 20 and 42 h and samples for RNA extraction at 42 h after onset of the fed-batch phase (Suppl. Figure 3).

### RNA sample preparation

8 ml samples were filtered and immediately frozen in liquid nitrogen before being stored at -80 ° C. Frozen mycelia were transferred into a tube of Lysis matrix C (MP Bio) containing 700 µl of RLT lysis buffer (Qiagen, RNeasy Mini Kit (50)) and 7 µl of β-mercaptoethanol. The samples were lysed twice by a Fastprep homogenizer for 40 s at 6 m/s with 5 min resting of samples on ice between each lysis. Then they were transferred to QIAshredder columns, and RNA was extracted as indicated in the instructions of the manufacturer (Qiagen, RNeasy Mini Kit (50)). The RNA concentration was measured with Qubit 2.0, and the quality of the extracted RNAs was evaluated on a Bioanalyzer (Agilent) and agarose gel electrophoresis.

### Measurement of relative gene expression by RT-qPCR

Total extracted RNA was reverse transcribed into complementary DNA (cDNA) using iScript™ cDNA synthesis kit (Bio-Rad, Hercules, USA) and random primers following the instructions of the manufacturer.

To measure relative expression of the secretion stress biomarkers *bip1*, *pdi1* and *hac1*, as well as the cellobiohydrolase gene *cbh1*, qPCRs were done using the iQSYBR Green Supermix (Bio-Rad) and 1 µl of five-fold diluted cDNA in a total volume of 20 µl. The sequence of the primers used are indicated in Additional file 8. Normalization was based on two reference genes *sar1* (Y08636.1) and *glk1* (DQ068384.1) which code for SAR/ARF type small GTPase and glucokinase, respectively [38], and the relative transcript level of each gene was calculated with the Pfaffl method $$\frac{\left(\text{E}\text{G}\text{O}\text{I}\right)^{\Delta }\text{C}\text{t} \text{G}\text{O}\text{I}}{\text{G}\text{e}\text{o}\text{M}\text{e}\text{a}\text{n}\left[\right(\text{E}\text{R}\text{E}\text{F})^{\Delta }\text{C}\text{t} \text{R}\text{E}\text{F}}$$ [39].

### RNA-seq library preparation and bioinformatic analyses

Library preparation and Illumina sequencing were performed at the Ecole normale supérieure Genomique core facility (ENS Paris, France). Messenger (polyA+) RNAs were purified from 1 µg of total RNA using oligo(dT). Libraries were prepared using the strand specific RNA-Seq library preparation Stranded mRNA Prep kit (Illumina). A 118 bp single read sequencing was performed on a NextSeq 2000 device (Illumina). A mean of 42 ± 6 million sequences passing the Illumina quality filter reads was obtained for each of the sixteen samples (including a biological duplicate for each of the eight samples). Bioinformatic analyses were performed using the Eoulsan (version 2.5) pipeline [40], including read filtering, mapping, alignment filtering, read quantification, normalization and differential analysis: Before mapping, poly N read tails were trimmed, reads ≤ 40 bases were removed, and reads with quality mean ≤ 30 were discarded. Reads were then aligned to the *T. reesei* QM6a genome (JGI version) using STAR (version 2.7.8a) [41]. Alignments from reads matching more than once on the reference genome were removed using htsjdk 1.118 [42]. To compute gene expression, a custom *T. reesei* QM6a annotation file was used. All overlapping regions between alignments and referenced CDS were counted using HTSeq-count 0.5.3 [43]. The sample counts were normalized using DESeq2 1.8.1 [44]. Statistical treatments and differential analyses were also performed with DESeq2 1.8.1. Log2 fold changes were calculated after count normalization, and genes with a mean of at least 100 reads in the respective conditions and displaying a log2fold change > |2| and *p*-value < 0,005 were considered to be differentially expressed.

RNAseq expression data and raw fastq files were deposited in the GEO repository (accession number GSE233738). After filtering DEGs from a total of 10,008 genes, clustering of the DEGs was done using MeV (Multiexperiment Viewer). Gene ontology (GO) of each cluster was obtained using the biological process gene ontology enrichment analysis tool in the fungidb database (https://fungidb.org). Venn diagrams were drawn with the help of an online bioinformatics tool [45]. Intracellular localization was predicted using SignalP − 6.0 [46] and Euk-mPLoc 2.0 [47].

### Construction of the deletion strain

Gene deletions were performed using CRISPR-Cas9. A mix of guide RNA, Cas9 protein forming the ribonucleoprotein complex (RNP) as well as the donor DNA was set up. The Cas9 protein used was purchased from the NEB group (EnGen® Spy Cas9 NLS). Guide RNAs were designed using chopchop online tool [48] and Geneious® Prime bioinformatics software [49]. The deletion cassettes containing the resistance gene hygromycin *hph* flanked by 200 bp homologous to regions on either side of the locus of the target genes were synthesized by Twist Bioscience and PCR amplified. The sequence of gRNAs and Primers can be found in Additional file 8. 10 µL RNP complex containing 1 µl Cas9 (20 µM), 6 µl guide RNA (30 µM), 2 µl of H_2_O DEPC, and 1 µl of 10x Cas9 buffer (NEBuffer™ 3.1) was incubated 10 min at room temperature, then mixed with 50 µl of protoplasts at a concentration of 2.10^8^ ml^−1^ and 5 µg donor DNA (deletion cassette) and incubated for another ten minutes at room temperature. 1 ml of 60% PEG 4000 solution was added and after gentle stirring at room temperature for 20 min, 900 µl of CTS50 (0.4 M saccharose, 0.1 M Tris HCl, 50 mM CaCl_2_, pH 7.5) were added. The transformation reaction was mixed with 40 ml of liquid PDA medium supplemented with 50 µg ml^−1^ hygromycin and 0.8 M of sucrose and poured into five Petri dishes with selective medium containing 50 µg ml^−1^ hygromycin. Single transformants were purified in three successive steps as described by [50].

### Genetic validation of Δ*res2* deletion

DNA was extracted from mycelia after culturing the strains on PD medium for two to four days. DNA extraction was performed using the Nucleospin Soil Genomic DNA kit (Macherey Nagel) and following the soil protocol provided by the manufacturer. PCR was conducted using the Q5 High-Fidelity DNA Polymerase (NEB) and the primers indicated in Additional file 8. 1 ng – 1 µg genomic DNA was used for a 50 µl reaction. In addition to PCRs, the PCR amplicons were sequenced to verify that there were no mutations in the integrated cassette.

To verify the absence of off-targets in Δ*res2* transformants, qPCRs were done on the gDNA of Δ*res2* and two reference strains, each containing two hygromycin cassettes in its genome. Primers targeting the hygromycin resistance gene and the reference gene *bgl2* are indicated in Additional file 8. The copy number of deletion cassettes integrated into the genome of T. reesei was calculated with the Livak method (2^−ΔΔCT^) [51].

### Protein concentration measurement

Protein concentrations of culture supernatants were determined using the Quick Start Bradford protein assay kit (Bio-Rad) and bovine serum albumin (BSA) as a standard. The assay was done on a Freedom Evo robot (TECAN).

### Biomass measurement

To measure the biomass, the mycelium was recovered by filtering 6 mL of the liquid culture on a cellulose filter which has been previously placed at 105 °C for 24 h. After drying the filter with the mycelium at 105 °C for 24 h, the filter was weighed again, and the biomass dry weight was calculated by subtracting the tare.

### Supplementary Information

**Additional file 1.** Hyphal growth of Rut-C30 and Δ*res2* grown on different substrates. After 21h, almost all hyphae started branching in glucose and lactose. Germination was slower on lactose and even slower in HEC.

**Additional file 2. **Relative gene expression of the secretion stress biomarkers *pdi1* and *hac1, *and the cellobiohydrolase gene *cbh1* in Rut-C30 in fed-batch cultures. RNA samples were taken at three timepoints (2h, 4h, 6h) after the addition of DTT. The relative expression is shown with respect to that on glucose at 2h. The error bars indicate standard deviation of two biological replicates.

**Additional file 3.** Protein and biomass profiles of fed-batch fermentation of Rut-C30 and Δ*res2* in glucose (A) and lactose (B). The timepoint of DTT addition is marked with an arrow.

**Additional file 4.** Clusters of differentially expressed genes in RutC30 in four different comparisons.

**Additional file 5.** GO terms of clustered DEGs of RutC30.

**Additional file 6.** Clusters of differentially expressed genes in the delta res2 mutant in four different comparisons.

**Additional file 7.** GO terms of clustered DEGs in the delta res2 mutant.

**Additional file 8.** List of primers used in this study.

## Data Availability

Transcriptomic data can be accessed on the GEO website (https://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE233738.

## Abbreviations

ABC: ATP-binding cassette
DE: Differentially expressed
DEG: Differentially expressed gene
GD/GC: Glucose DTT/glucose control
LC/GC: Lactose control/glucose control
LD/LC: Lactose DTT/lactose control
LD/GD: Lactose DTT/glucose DTT
L2FC: Log2 fold change
GO: Gene ontology
MFS: Major facilitator superfamily
PDA: Potato dextrose agar
RT: Room temperature
TF: Transcription factor
WT: Wild type

# Supplementary material for: Effect of the res2 transcription factor gene deletion on protein secretion and stress response in the hyperproducer strain Trichoderma reesei Rut-C30
**Source:** BMC Microbiol. 2023 Nov 30;23:374. doi: 10.1186/s12866-023-03125-z
**Supplement:** Supplementary file 1 — Additional file 1. Hyphal growth of Rut-C30 and Δres2 grown on different substrates. After 21h, almost all hyphae started branching in glucose and lactose. Germination was slower on lactose and even slower in HEC.

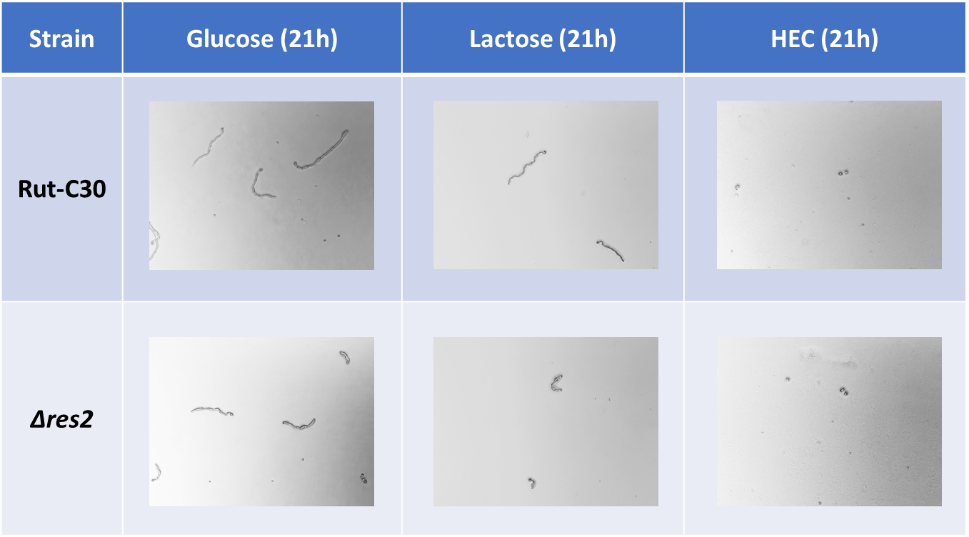

**Additional file 1.** **Hyphal growth of Rut-C30 and Δ*res2* grown on different substrates.** After 21h, almost all hyphae started branching in glucose and lactose. Germination was slower on lactose and even slower in HEC.

# Supplementary material for: Effect of the res2 transcription factor gene deletion on protein secretion and stress response in the hyperproducer strain Trichoderma reesei Rut-C30
**Source:** BMC Microbiol. 2023 Nov 30;23:374. doi: 10.1186/s12866-023-03125-z
**Supplement:** Supplementary file 2 — Additional file 2. Relative gene expression of the secretion stress biomarkers pdi1 and hac1, and the cellobiohydrolase gene cbh1 in Rut-C30 in fed-batch cultures. RNA samples were taken at three timepoints (2h, 4h, 6h) after the addition of DTT. The relative expression is shown with respect to that on glucose at 2h. The error bars indicate standard deviation of two biological replicates.

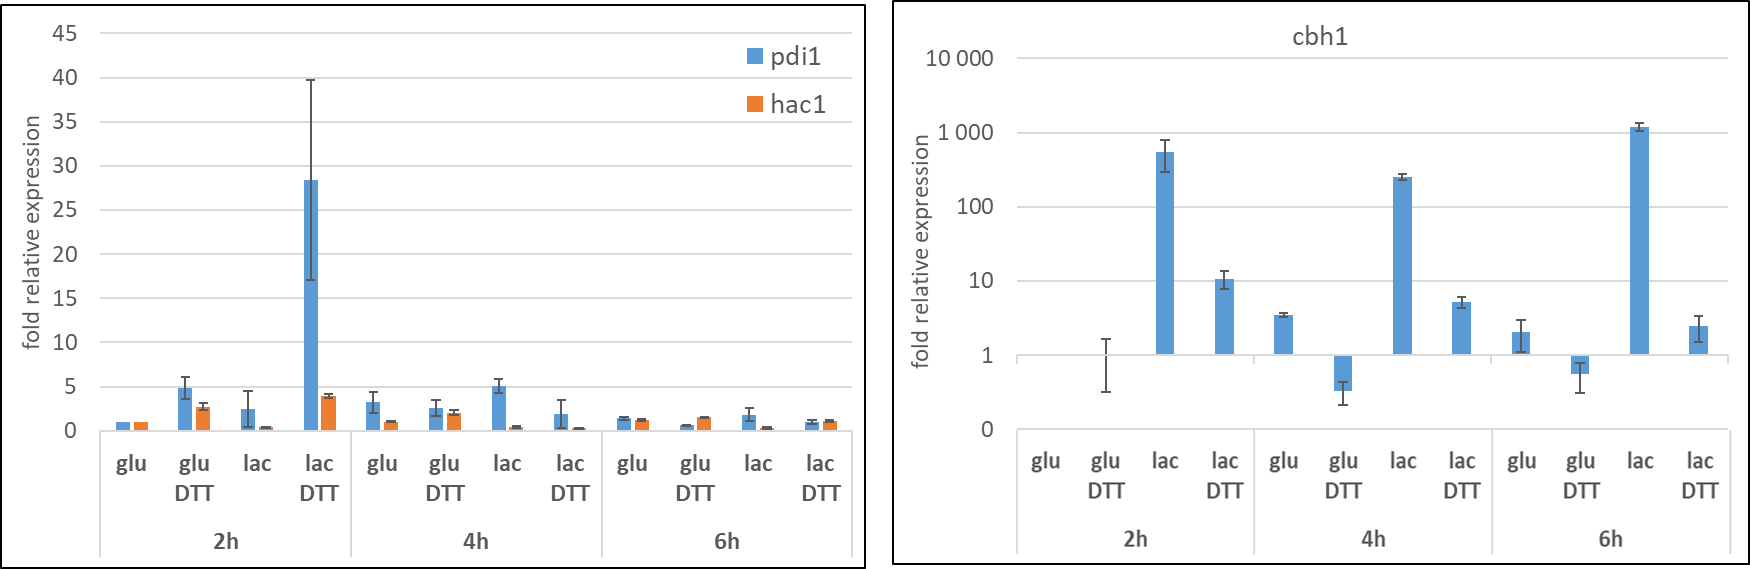

**Additional file 2 : Relative gene expression of the secretion stress biomarkers *pdi1* and *hac1,* and the cellobiohydrolase gene *cbh1* in Rut-C30 in fed-batch cultures.** RNA samples were taken at three timepoints (2h, 4h, 6h) after the addition of DTT. The relative expression is shown with respect to that on glucose at 2h. The error bars indicate standard deviation of two biological replicates.

# Supplementary material for: Effect of the res2 transcription factor gene deletion on protein secretion and stress response in the hyperproducer strain Trichoderma reesei Rut-C30
**Source:** BMC Microbiol. 2023 Nov 30;23:374. doi: 10.1186/s12866-023-03125-z
**Supplement:** Supplementary file 3 — Additional file 3. Protein and biomass profiles of fed-batch fermentation of Rut-C30 and Δres2 in glucose (A) and lactose (B). The timepoint of DTT addition is marked with an arrow.

| **A**  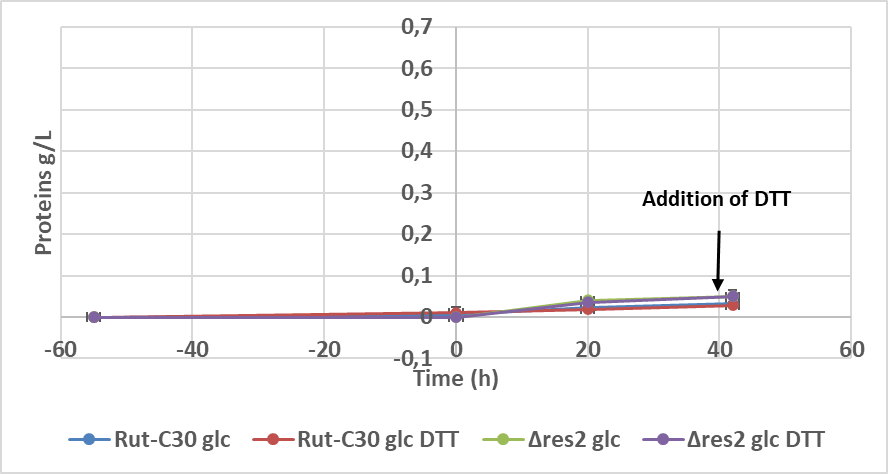 | 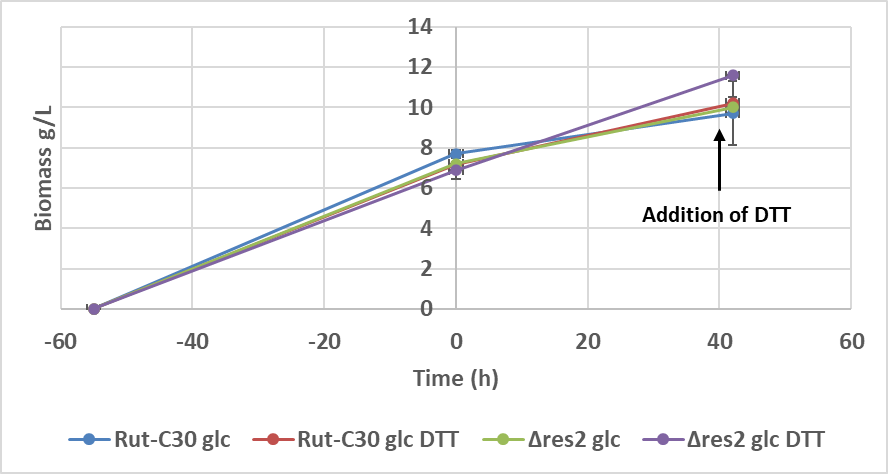 |
| --- | --- |
| **B**  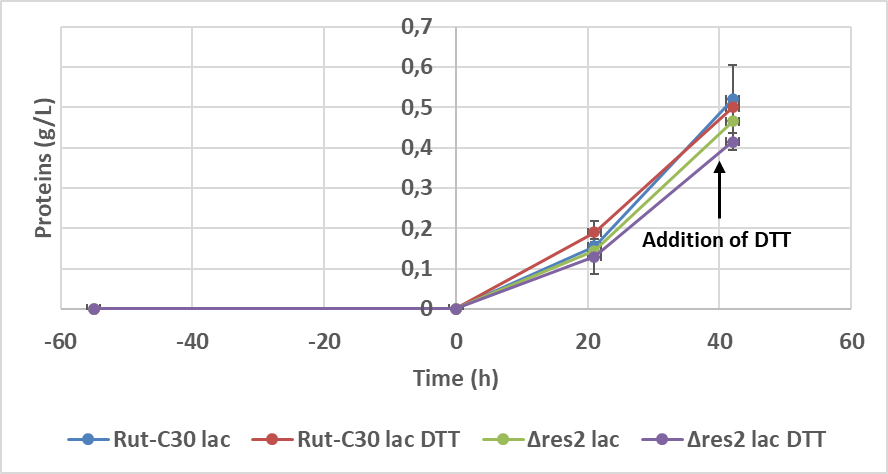 | 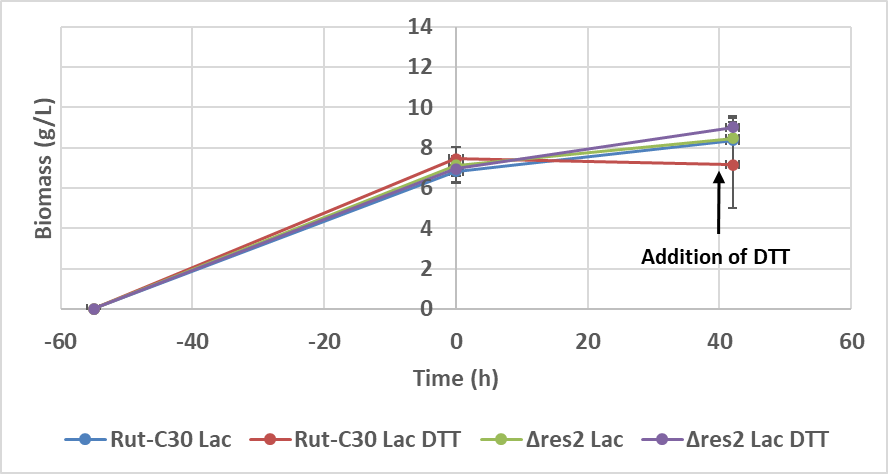 |

**Additional file 3.** Protein and biomass profiles of fed-batch fermentation of Rut-C30 and Δ*res2* in glucose (A) and lactose (B). The timepoint of DTT addition is marked with an arrow.

How the deposited data were processed for this re-analysis (not part of the article)

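RNA was sequenced from 16 fed-batch cultures, with 2 cultures of each of 2 strains (Rut-C30 and its *res2* deletion mutant Δ*res2*) in each of 4 conditions, namely glucose (GC), glucose with 10 mM DTT for 2 h (GD), lactose (LC) and lactose with DTT (LD). The strain, carbon source, treatment and replicate number of each library were taken from the deposited sample labels. The paper's protein, biomass, enzyme activity and phenotype measurements were not analysed here.

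The deposited values were counts, with 1 whole number for each of 10008 genes in each library. According to the authors' methods, the reads were trimmed and filtered for length and quality, aligned to the QM6a genome with STAR, freed of reads with more than 1 alignment and counted on the coding sequences of a custom annotation with HTSeq-count before deposit. The values were checked to be whole numbers with totals that differ between libraries, and no normalization had been applied to them. Between 20351784 and 35679977 counts per library fell on genes. The libraries were strand-specific, and the strand mode of the counting was not stated. Positions were read from the deposited annotation, which held 9847 of the 10008 genes. The numbers of the genes in the paper (TRIREDRAFT) were paired with the names in the count tables through the paper's supplementary tables, which list 1729 of the genes.

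Counts were analysed with edgeR 4.0.16 (with limma 3.58.1, in R 4.3.3). The 9101 genes that passed the function filterByExpr were kept, library sizes were scaled with TMM factors, and all 16 libraries were fitted in 1 model with a mean for each of the 8 groups of 2 libraries (estimateDisp and glmQLFit with robust estimation). Contrasts were tested with the quasi-likelihood F test, and p was adjusted by the Benjamini-Hochberg method over all fitted genes. The standard error of a log2 fold change was its absolute value divided by the square root of F. Fold changes contain edgeR's prior count of 0.125, so that values of genes near 0 counts depend on it, and where every library of a group held 3 counts or fewer a lower bound against 3 counts is given. A gene was called DE at an adjusted p under 0.005, a log2 fold change beyond 2 in either direction and a mean of at least 100 normalized counts over the libraries compared, which are the paper's criteria. The biological coefficient of variation was 0.355 in this fit, and it sets the precision of the fold changes.

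GD/GC, LD/LC, LC/GC and LD/GD were compared within each strain, and the strains were compared within each condition and on average over the 4 conditions. A different response of the strains was tested as the difference of their log2 fold changes, and both this difference and the average strain effect were counted at an adjusted p under 0.05. The lists of genes in the paper's numbered clusters were tested with fry, and 10 neighbouring genes at a time were compared with 10000 random sets of 10 genes by the median of their average strain effect. The genes named in the text are *res2*, each gene that the paper names with an identifier or with a symbol that could be paired with a gene of the count tables, and for each comparison between the strains the 2 genes that rose most and the 2 that fell most among those past the criteria with both Δ*res2* libraries on the same side of both Rut-C30 libraries. Genes named beyond this rule were chosen after their values were seen, and the text says so.

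These comparisons, the criteria, the rule for named genes and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 (Wald test, with and without its prior on fold changes), DESeq2's size factors in edgeR, all genes with at least 1 count, no count minimum or a mean of 100 counts in at least 1 of the conditions compared, unadjusted p, a log2 fold change limit of 1, an adjusted p under 0.005 for strain differences, only the libraries of the comparison, the replicate number as a block, camera with a preset correlation of 0.01 or an estimated one, windows of 5 genes, and each library left out in turn. Fits of each strain alone, DEGs counted by fold change among the genes called in at least 1 comparison of the strain, and the strain effect averaged over the lactose libraries alone were added after the data were seen. Strain effects were also computed for other splits of the libraries within conditions, all 18 for the lactose libraries and 100 of 648 drawn at random for all libraries.

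The methods were tested on simulated data, drawn with the spread of the fit of all libraries (biological coefficient of variation 0.355). The glucose libraries alone had 0.495, so the shares called in comparisons of glucose cultures may be too high for these data. Of 200 genes changed 8-fold in the GD libraries of Δ*res2*, 75.5% were called in GD/GC with edgeR and 94.0% with DESeq2, with 0 and 5 unchanged genes called. For the strain difference in GD/GC, edgeR called 71.5% of these genes and DESeq2 84.0%, with 8 and 38 unchanged genes. Of 200 genes changed in all libraries of Δ*res2*, the average strain effect called 90.5%, with 6 unchanged genes.

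The GO terms of the paper were not tested, since the gene lists behind them were not available in full. The genes for which the files and tables gave no identifier (among them *hac1*, *hrd3*, *cpr1*, *crt1*, *stp1*, *cpc1* and *aod1*) were not analysed here.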

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

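The tests of explanations for single genes in this part were chosen after the result was seen, whereas the count over other splits of the libraries was planned beforehand.

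Averaged over the 4 conditions, 4 genes differed between the strains at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), namely TrA1112W, TrC1550C, TrA1041W and TrA1113C, and 870 genes had an unadjusted p under 0.05. They drew attention as a strain difference in genes outside those the paper discusses by these names, and TrA1041W and TrA1113C were named after their values were seen. Of 100 splits of the libraries within conditions, drawn from 648, 1 gave as many genes, and this was the split into strains itself (median over the splits, 0). In 5 sets of simulated libraries without any change and with the spread of the glucose and of the lactose duplicates, the same test called between 0 and 3 genes, so that the 3 genes besides TrA1112W did not exceed what unchanged libraries gave at most. Without Rut-C30 LD replicate 1, 1 gene passed, and without Δ*res2* GC replicate 2, 620 genes did.

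TrA1112W (chromosome I from 3588003 to 3589547, with 1 exon of 1545 bp) held between 2900 and 7046 counts in the Rut-C30 libraries and between 0 and 2 in those of Δ*res2*. Against a floor of 3 counts, its normalized count was at least 504-fold lower in Δ*res2*, and it was lower in each of the 4 conditions. A candidate explanation is that TrA1112W is *res2* itself. Its log2 fold change in Rut-C30 GD/GC was 1.30 ± 0.34, within 1 standard error of what the paper gives for *res2* with DTT. The paper does not name the comparison, and the LD/LC value given above was smaller and not within 1 standard error of it. TrA1112W was the only gene with under 3 counts in every Δ*res2* library and over 100 in every Rut-C30 library, and no gene showed the opposite. Another gene with such counts in Rut-C30 as *res2* is argued against, since none lost them, and a *res2* with fewer counts in Rut-C30 or outside the annotation stays open.

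TrA1113C (chromosome I from 3590959 to 3593313) lies beside TrA1112W. Its average strain effect was -0.997 ± 0.135 on the log2 scale (adjusted p = 0.0325 from edgeR's quasi-likelihood test, and between 2.0e-08 and 0.0593 over the alternatives), with both Δ*res2* libraries below both Rut-C30 libraries in 4 of 4 conditions. The effect was -1.95 ± 0.28 in LC and -0.25 ± 0.27 in GD. The call was made in 5 of the 16 fits that each left out 1 library, and its adjusted p was highest, at 0.201, without Δ*res2* LC replicate 2. With the replicate number as a block, the gene did not pass. Its own loss together with TrA1112W is argued against by its counts, which were at least 823 in each Δ*res2* library. An effect of the deletion or of the inserted cassette on the genes on both sides is argued against by the gene on the other side, TrA1111C, whose average strain effect was 0.070 ± 0.139. An effect of the cassette on the side of TrA1113C alone stays open, as does a lower expression in the absence of RES2, and no library separates these. TrA1114W, the gene beyond it, had -0.35 ± 0.18 (adjusted p = 0.557).

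TrA1041W (chromosome I from 3363096 to 3363669) had an average strain effect of -0.90 ± 0.10 on the log2 scale (adjusted p = 0.00718 from edgeR's quasi-likelihood test, and between 6.3e-11 and 0.0220 over the alternatives), and both Δ*res2* libraries were below both Rut-C30 libraries in 4 of 4 conditions. The call was made in 12 of the 16 fits that each left out 1 library, and its adjusted p was 0.0782 without Rut-C30 LD replicate 1. The spread between the glucose duplicates is argued against as its source, since the effect in the LC libraries fitted alone was -1.58 ± 0.14 (adjusted p = 5.0e-05) and that in LD alone -1.0 ± 0.088 (adjusted p = 7.2e-06). Counts of an adjacent gene are argued against as well, since the genes beside it changed by -0.27 ± 0.13 (TrA1040C) and 0.03 ± 0.21 (TrA1042C). A lower expression of this gene in the absence of RES2 and a sequence difference between the strains at this gene both stay open, and neither was tested.

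TrC1550C (TRIREDRAFT_59402, chromosome III from 5202590 to 5203234) had an average strain effect of 1.28 ± 0.14 on the log2 scale (adjusted p = 0.00718 from edgeR's quasi-likelihood test, and between 2.1e-10 and 0.0108 over the alternatives). It was called in 14 of the 16 fits that each left out 1 library, with an adjusted p of 0.0782 without Rut-C30 LD replicate 1. The effect came from glucose, with 3.33 ± 0.29 in GC (adjusted p = 8.2e-04), 1.46 ± 0.30 in GD (adjusted p = 0.255), 0.20 ± 0.26 in LC and 0.14 ± 0.29 in LD. In 3 of the 4 conditions, both Δ*res2* libraries were above both Rut-C30 libraries. The strains also responded differently to lactose, the difference in LC/GC being -3.13 (adjusted p = 0.0479 from edgeR's quasi-likelihood test, and between 4.7e-09 and 0.262 over the alternatives). It did not pass with DESeq2's size factors in edgeR, with all genes of at least 1 count or with only the libraries of the comparison. In simulated libraries without any change, this test called between 0 and 5 genes, so that 1 call is within what unchanged libraries gave.

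The mean normalized counts of TrC1550C were 124 in GC of Rut-C30 against 1247.5 in GC of Δ*res2*, 1236 in LC of Rut-C30 and 1423 in LC of Δ*res2*, so that GC of Rut-C30 stands apart. Counts of an adjacent gene are argued against, since *bgl1* (TrC1551C) differed between the strains in GC by 0.67 ± 1.16 and TrC1549W by 0.11 ± 0.58. The library numbers of the 4 glucose libraries of Rut-C30 belong to another series than those of the other 12, and a difference in preparation or sequencing that follows this series could shift the gene. Its effect of 1.46 in GD was in the same direction and smaller than in GC, and this cannot be told apart from an effect of the strain, since each of these libraries is of Rut-C30 and in glucose. The same holds for strain differences in glucose in general, where the effects in GC and GD had a Pearson's r of 0.281 across genes, which are not independent replicates. LC/GC and LD/GD of Rut-C30 also set these libraries against libraries of the other series. There, and in the strain differences in LC/GC and LD/GD, such a difference cannot be told apart from the effect compared.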

How the results depend on the processing

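No explanation was tested in this part. The fits of each strain alone, the counts by fold change among the genes called in at least 1 comparison of a strain (counts by fold change alone), and the average over the lactose libraries alone were chosen after the data were seen.

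In the DTT comparisons, the DEGs (587 in GD/GC and 859 in LD/LC of Rut-C30, 769 and 815 in Δ*res2*) stayed within 1.5 times these numbers except under the following settings. A log2 fold change limit of 1 gave 1058 and 1603 genes in Rut-C30 and 1353 and 1528 in Δ*res2*, since more genes pass a lower limit. With only the 4 libraries of the comparison, GD/GC gave 0 genes in both strains (3478 and 2143 at an unadjusted p under 0.05). GD/GC rose to 883 genes in Rut-C30 with DESeq2 for each strain alone, and to 963 in Rut-C30 and 1189 in Δ*res2* with DESeq2 counted by fold change alone. edgeR for each strain alone gave 417 in GD/GC and 494 in LD/LC of Δ*res2*. Apart from the lower limit, the cause was not tested.

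LC/GC of Rut-C30 had 33 DEGs. DESeq2 gave 199 without and 197 with its prior, the unadjusted p gave 184, and only the 4 libraries compared gave 0 (1875 at an unadjusted p under 0.05). DESeq2 for each strain alone gave 222, edgeR for each strain alone 0 (2508 at an unadjusted p under 0.05), and the counts by fold change alone were 260 with DESeq2 and 143 with edgeR. LD/GD of Rut-C30 had 8 DEGs, and the same settings gave 100, 89, 99, 0 (2696), 142, 3, 198 and 78, while the replicate block gave 3. LC/GC of Δ*res2* had 40 DEGs, and DESeq2 without and with its prior, the unadjusted p, only the libraries compared and the replicate block gave 225, 214, 208, 0 (2151) and 25, while DESeq2 for each strain alone gave 249 and the counts by fold change alone 319 with DESeq2 and 174 with edgeR. LD/GD of Δ*res2* had 13 DEGs, with 144, 138, 136, 0 (921) and 6 under the same settings, 133 and 0 (1334 at an unadjusted p under 0.05) with DESeq2 and edgeR for each strain alone, and 258 and 119 by fold change alone. The cause was not tested.

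The DEGs in at least 1 comparison (1062 in Rut-C30, 1183 in Δ*res2*, 909 in both) became 1900, 2082 and 1653 with a log2 fold change limit of 1, and 1010, 647 and 428 with edgeR for each strain alone, which reversed the order of the strains, while DESeq2 for each strain alone kept it (1558 and 1565). Other settings kept them within 1.5 times, but only the libraries of each comparison also reversed the order (1216 in Rut-C30 and 1134 in Δ*res2*). Apart from the lower limit, the cause was not tested.

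Between the strains, 2 genes were DE in GC and 1 in each of GD, LC and LD. DESeq2 without its prior gave 12, 22, 2 and 2, DESeq2 with its prior 14, 28 and 2 in GC, GD and LC, the unadjusted p 16, 38, 4 and 2, and only the libraries compared 0, 0, 11 and 5 (178 and 111 genes at an unadjusted p under 0.05 in GC and GD). The strain difference was found for 0 genes in GD/GC (15 with DESeq2 without and 19 with its prior), 0 in LD/LC (350 with only the 8 lactose libraries), 0 in LD/GD (9 and 9 with DESeq2) and 1 in LC/GC (10 and 10 with DESeq2, and 0 with DESeq2's size factors in edgeR, with all genes of at least 1 count and at an adjusted p under 0.005, where 231, 232 and 227 genes had an unadjusted p under 0.05). In these 4 comparisons, 474, 66, 350 and 227 genes had an unadjusted p under 0.05. The average strain effect of 4 genes became 107 with DESeq2 without and 107 with its prior, 1 at an adjusted p under 0.005, and 1983 when averaged over LC and LD in the lactose libraries alone. For these changes, the cause was not tested.

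The clusters, limited to genes with the same cluster number in both strains, which favours finding no difference, showed 0 strain differences of 4 tested each (0 at an unadjusted p under 0.05). With camera's preset correlation, clusters 1, 2, 4 and 5 had 2, 1, 2 and 3, and none held with an estimated correlation. The windows of 10 genes with a strain effect (74) became 25 with windows of 5 genes. The cause was not tested.

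With 1 library left out at a time, the average strain effect ran from 1 gene (without Rut-C30 LD replicate 1) to 620 (without Δ*res2* GC replicate 2), and 9 of the 16 fits moved it by more than 1.5 times. The genes past a log2 fold change of 2 without a test ran from 2070 (without Δ*res2* GC replicate 1) to 2596 (without Δ*res2* GD replicate 2) in any comparison, around 2100. In Rut-C30, they ran from 879 to 1202 in GD/GC, from 1150 to 1226 in LD/LC, from 289 to 543 in LC/GC (highest without Rut-C30 GC replicate 2) and from 199 to 318 in LD/GD (highest without Rut-C30 GD replicate 2). In Δ*res2*, the ranges were 1173 to 1649, 1128 to 1195, 336 to 554 (highest without Δ*res2* GC replicate 2) and 223 to 734 (highest without Δ*res2* GD replicate 2).

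For the named genes, 405 log2 fold changes and strain differences were recomputed under 6 settings. Of the 2429 values, 2128 kept their direction and their side of the threshold, 56 no longer passed, 232 passed only under the alternative and 13 reversed. The reversed values were the strain difference of *cbh1* in GD/GC (0.04, -0.27 with the replicate block), of *cel3d* in LD/LC (-0.01, 0.017 with DESeq2 without and with its prior and with its size factors in edgeR, 0.045 with only the lactose libraries), of *xlt1* in LD/LC (-0.03, 1.0e-04 with DESeq2's prior, 0.028 with only the lactose libraries), of *cta1* in LD/LC (3.46, -0.36 with DESeq2's prior), of *ynk1* in LD/LC (-0.04, 0.016 with only the lactose libraries), of TRIREDRAFT_120923 in LD/LC (-0.32, 0.32 with DESeq2's prior) and of TRIREDRAFT_80659 in LC/GC (0.19, -0.12 with the replicate block), and the log2 fold changes in LC/GC of *uga1* in Rut-C30 (-0.08, 6.3e-04 with DESeq2's size factors) and of *eno1* in Δ*res2* (0.0022, -0.017 with the replicate block). Each of these moved by less than its standard error, and the cause was not tested. For *cta1* in Δ*res2* and TRIREDRAFT_120923 in Rut-C30, both LC libraries held at most 3 counts, so that neither sign is that of a measured difference. Leaving out 1 library at a time moved 193 of the 405 values by more than 1 standard error and changed the sign of 93. Among the other counts, 129 of 336 values under the alternatives moved by more than 1.5 times, 91 of them upwards and 38 downwards.

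Depth limited little of this. With all libraries thinned to the smallest total of 20351784 counts, 1010 genes were DE in Rut-C30 and 1121 in Δ*res2*. It limited fold changes against groups with 3 counts or fewer, which are given as lower bounds.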

Differences from the paper's values

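No test of an explanation is part of this section. The settings described as chosen after seeing the values are the fits of each strain alone and the counts by fold change among the genes called in at least 1 comparison of a strain (counts by fold change alone).

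In LC/GC of Rut-C30, 33 genes were DE against the paper's 171. Of the alternatives set before the data were examined, DESeq2 without its prior (199), DESeq2 with its prior (197) and the unadjusted p (184) came within 1.5 times the paper's number and the others did not. DESeq2 for each strain alone (222) and edgeR counted by fold change alone (143) did so as well, and both were chosen after seeing the values. In LD/GD of Rut-C30, 8 genes were DE against the paper's 129. The same 3 settings closed the gap (100, 89 and 99) and the others did not, and DESeq2 for each strain alone, chosen after seeing the values, gave 142.

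In GD/GC of Δ*res2*, 769 genes were DE against the paper's 1188. DESeq2 without its prior (1107), DESeq2 with its prior (1033), no count minimum (882), a mean of 100 counts in at least 1 condition (820), the unadjusted p (985) and a log2 fold change limit of 1 (1353) closed the gap, and the other alternatives set before the data were examined did not. DESeq2 counted by fold change alone (1189), DESeq2 for each strain alone (1043) and edgeR counted by fold change alone (869) closed it too, chosen after seeing the values. In LC/GC of Δ*res2*, 40 genes were DE against the paper's 318, and of the alternatives set before the data were examined DESeq2 without (225) and with its prior (214) closed the gap and the others did not. DESeq2 counted by fold change alone gave 319 and DESeq2 for each strain alone 249, both chosen after seeing the values. In LD/GD of Δ*res2*, 13 genes were DE against the paper's 259, and none of the alternatives set before the data were examined closed the gap. DESeq2 counted by fold change alone, chosen after seeing the values, gave 258. Over GD/GC, LD/LC, LC/GC and LD/GD of Δ*res2*, this setting gave 1189, 1173, 319 and 258 against the paper's 1188, 1172, 318 and 259. The paper's numbers for Δ*res2* thus appear to be counts by fold change, with no p limit in the single comparison. For Rut-C30, the same setting gave 963, 1155, 260 and 198 against the paper's 851, 849, 171 and 129.

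In Δ*res2* only, 274 genes were DE against the paper's 693, and no setting closed the gap (433 with DESeq2 without its prior). In the lactose comparisons, 25 genes were DE in both strains against the paper's 141. DESeq2 without its prior (165), DESeq2 with its prior (157) and the unadjusted p (156) closed the gap and the other alternatives set before the data were examined did not, while DESeq2 for each strain alone (167) and edgeR counted by fold change alone (124) closed it and were chosen after seeing the values. Genes DE with lactose in Δ*res2* only numbered 25 against the paper's 336, and those in Rut-C30 only 14 against the paper's 175, and none of the alternatives set before the data were examined closed either gap. DESeq2 counted by fold change alone, chosen after seeing the values, gave 250 and 117, and DESeq2 for each strain alone, also chosen after seeing the values, gave 152 for Rut-C30. The paper's number for Rut-C30 here is the one its Fig. 5B shows for DTT, while its Fig. 5C shows about 96 for lactose (read by eye).

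Upregulated DEGs were compared with the bars of Fig. 5, read by eye. In LC/GC of Rut-C30 there were 29 against about 140 in the paper's Fig. 5, and in LC/GC of Δ*res2* 31 against about 210 in Fig. 5 (read by eye). For both, DESeq2 without and with its prior and the unadjusted p closed the gap (151, 146 and 140 in Rut-C30, 164, 158 and 146 in Δ*res2*) and the other alternatives set before the data were examined did not. In GD/GC of Δ*res2* there were 392 against about 590 in Fig. 5 (read by eye), and the alternatives set before the data were examined that did not close this gap were only the libraries of the comparison and the replicate block. In LD/GD there were 3 in Rut-C30 against about 90 and 3 in Δ*res2* against about 110 in Fig. 5 (read by eye), and none of the alternatives set before the data were examined closed these gaps. Of the settings chosen after seeing the values, DESeq2 counted by fold change alone gave 183 and 108 in LC/GC and LD/GD of Rut-C30 and 593, 212 and 105 in GD/GC, LC/GC and LD/GD of Δ*res2*, DESeq2 for each strain alone gave 159, 65, 532 and 173 in the first 4 of these, and edgeR counted by fold change alone gave 117 in LC/GC of Rut-C30 and 410 in GD/GC of Δ*res2*, all within 1.5 times the bars.

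Of 57 log2 fold changes compared, 7 differed, and all 7 are of Rut-C30. In LD/LC, CST26 had 0.96 ± 0.34 against the paper's 2.01, TRIREDRAFT_106315 had -0.70 ± 0.23 against the paper's -2.25 and TRIREDRAFT_61278 had 2.16 ± 0.55 against the paper's 3.68 (standard errors). In LC/GC, TRIREDRAFT_122992 had 2.04 ± 0.43 against the paper's 3.14, TRIREDRAFT_120873 had -1.90 ± 0.62 against the paper's -2.66 and TRIREDRAFT_124198 had -0.23 ± 0.71 against the paper's 1.56. Leaving out single libraries aside, none of the alternatives set before the data were examined closed the gap for any of these 6. *tfIIIA* had -1.87 ± 0.24 in LD/LC against the paper's -2.12, and of the other alternatives set before the data were examined the replicate block closed the gap, with the same value and an error of 0.25. With 1 library left out at a time, the values nearest to the paper's were -1.90 for *tfIIIA* (without Rut-C30 LC replicate 2), -2.27 for TRIREDRAFT_120873 and 1.93 for TRIREDRAFT_124198 (both without Rut-C30 GC replicate 2), each within its error of the paper's value, and for the remaining 4 genes no library left out closed the gap.

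The deposited counts on genes summed to 27.6 ± 4.39 M per library (SD, n = 16), whereas the paper gives 42 ± 6 M reads per library that passed the quality filter. These are different measures, and no alternative bears on them.

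The paper describes more DEGs in the mutant than in Rut-C30 under DTT in lactose. In LD/LC, 859 genes were DE in Rut-C30 and 815 in Δ*res2*, and DESeq2 without its prior gave 1097 and 1060. The order was the paper's with the counts by fold change alone, chosen after seeing the values (1155 and 1173 with DESeq2, 893 and 917 with edgeR). For DEGs in at least 1 comparison, the order of the strains was the paper's (1062 and 1183), also with DESeq2 (1447 and 1664). It was reversed with only the libraries of each comparison (1216 and 1134), where LD/LC alone gave calls. With each strain fitted alone, chosen after seeing the values, it was the paper's with DESeq2 (1558 and 1565) and reversed with edgeR (1010 and 647). The genes DE in one strain only were 354 in Rut-C30 and 361 in Δ*res2* in the former fit, and 582 and 219 in the latter.

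The paper lists *hxt13* and *snq2* (TRIREDRAFT_47897) as regulated by lactose in Δ*res2* and not in Rut-C30. In LC/GC of Rut-C30, *hxt13* had 3.66 ± 0.99 and *snq2* 1.98 ± 0.60, and DESeq2 called both in both strains. The Rut-C30 values in LD/LC, LC/GC and LD/GD differ from the paper's supplementary table in general, as given below. TRIREDRAFT_77547 is presented as specific to the mutant, and it had -4.59 ± 0.57 in Rut-C30 and -4.63 ± 0.58 in Δ*res2* in LC/GC, DE in both. CST26 is presented as induced in Rut-C30 only, and its response to DTT in lactose differed between the strains by -0.33 ± 0.47. TRIREDRAFT_64925 is described in the paper's text as upregulated with DTT in Rut-C30, while the paper's Table 1 lists it with -2.08 in GD/GC, and the value here, -2.17 ± 0.46, is within its error of that of Table 1. TRIREDRAFT_80659 is described as upregulated in the mutant only, and in GD/GC it had -2.22 ± 0.78 in Rut-C30 and -6.16 ± 0.97 in Δ*res2*, in LC/GC 2.11 ± 0.78 and 2.30 ± 0.78.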

Other observations

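The tests of mislabelling, of same-numbered cultures, of neighbouring genes, of the paper's tool and library assignment, of a changed or missing stretch of the genome and of other splits and false calls for the average over lactose were chosen after the result was seen. The remaining tests in this part were planned before it.

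More genes were DE in Δ*res2* (1183) than in Rut-C30 (1062). A lower spread between the duplicates of Δ*res2* is argued against as the source, since its coefficient of variation, fitted alone, was 0.386 against 0.320 in Rut-C30, a ratio of 1.21. The fit of all libraries shared 1 spread between the strains (0.355), so the tests of Δ*res2* assumed a smaller spread than its libraries showed. With each strain fitted alone, chosen after the data were seen, edgeR gave 1010 DEGs in Rut-C30 and 647 in Δ*res2*. A higher depth is argued against too, since with all libraries thinned to the smallest total Δ*res2* still had 1121 DEGs and Rut-C30 1010, a ratio of 1.11 (1.11 before thinning). A shift of the shared GC libraries of Δ*res2* stays open as a source. Of the 316 genes called in GD/GC of Δ*res2* only, 45.9% differed more between the strains in GC than in GD. This share is too near an even split to decide. Of the 18 genes called in LC/GC of Δ*res2* only, 77.8% differed more between the strains in GC than in LC, which goes with such a shift. No biological explanation was tested, and the order of the strains depends on the fit, as given above.

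The duplicates in glucose differed far more than those in lactose, with 275 to 494 genes more than 2 apart on the log2 scale in Rut-C30 and 270.0 to 1088 in Δ*res2*, against at most 12 in lactose. Each glucose library except Δ*res2* GC replicate 1 had a higher r with a library of the other strain in the same condition than with its own duplicate. Depth is argued against, since the lactose duplicates thinned to the smallest total still had an r of at least 0.9925 across genes. A library with a wrong label is argued against, since *bip1*, *cbh1* and TrA1112W put 0 libraries with another label than their own. A difference shared by same-numbered GC and GD cultures, such as a common preculture or day, may be part of it in Rut-C30, where the deviations of replicate 1 in GC and GD had an r of 0.643 across genes. In Δ*res2*, the r was -0.0119, which argues against it there. Genes are not independent replicates in these correlations. What differed between the glucose cultures stays open, and no biological explanation was tested.

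Genes that differed by more than 2 on the log2 scale between glucose duplicates lay beside each other more often than random sets of the same size. Of 775 genes higher in Δ*res2* GD replicate 2, 354 had a neighbour among them, against at most 207 in 10000 random sets. For all 7 sets from glucose duplicates with more than 10 genes, p was 0.0001, the smallest that these sets can give, which argues against a random placement. A regulation of gene clusters that differed between the cultures might be behind this, and it was not tested.

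DESeq2 called more genes than edgeR in LC/GC and LD/GD. False calls of DESeq2, where the glucose duplicates differ more than the lactose duplicates, stay open as a source. In simulated unchanged libraries with these spreads, the largest median number of DESeq2 calls in these comparisons was 10, against between 100 and 225 observed. The simulation held no changed genes, and an adjusted p limit is stricter without them, so it cannot exclude false calls. For the strain difference in GD/GC, it gave more calls than the data. Its medians were 445 with DESeq2 (15 observed) and 55 with edgeR (0 observed, with 474 at an unadjusted p under 0.05), so that it overstated false calls in that comparison.

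The fold changes in the paper's supplementary tables were those of DESeq2 without its prior for Δ*res2* (median absolute difference at most 0.00256 over the 4 comparisons) and for GD/GC of Rut-C30 (0.0138), but not for LD/LC, LC/GC and LD/GD of Rut-C30, where the median absolute differences over 1161 genes were 0.390, 0.313 and 0.327. Another tool or setting is argued against by the value of 0.0138 for GD/GC in the same table. Another assignment of the 16 libraries is argued against, since the closest of 18496 combinations of single libraries and pairs stayed at 0.267. A candidate explanation is that other Rut-C30 lactose libraries went into that table, since the differences in LC/GC and LD/GD, which share no library, had an r of 0.316 across genes. The r was -7.1e-05 in Δ*res2*, and genes are not independent replicates. Of 1447 genes that DESeq2 calls in Rut-C30, 1047 are in the paper's table of Rut-C30, and of 1664 in Δ*res2*, 1662 are in that of Δ*res2*. Among the 202 genes past a log2 fold change of 2 in LC/GC in the table of Δ*res2* and not in that of Rut-C30, 103 were past it in Rut-C30 in the counts analysed here, and the difference of the Rut-C30 values from that table enters this number.

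In the 8 lactose libraries fitted alone, where the spread was small, the strain effect averaged over LC and LD passed an adjusted p under 0.05 for 1983 of 8889 genes (edgeR's quasi-likelihood test), 1107 of them higher and 876 lower in Δ*res2*. Most were small, with a median of 0.30 on the log2 scale, 153 genes beyond 1 and 15 beyond 2. The response to DTT in LD/LC differed for 350 genes (median size 0.68, 61 beyond 1 and 2 beyond 2), among them the box H/ACA genes and *tfIIIA* described above. False calls of a fit of 8 libraries are argued against for both, since 5 simulations of unchanged lactose libraries gave at most 2 genes for the average and at most 3 for LD/LC. Of the 18 splits of these libraries within conditions, 1 gave as many genes for the average, the split into strains itself, and 2 gave as many for LD/LC. The other split of these 2 exchanges the strains in LD alone, which turns the average effect into the difference and gave 1983 genes, while the remaining 16 gave at most 12. Since 18 splits cannot give a share under 0.05, these effects cannot be told apart from those of another grouping of the cultures by this count. Cultures of a strain that were grown or prepared together would look the same, which stays open because the labels give no such batches.

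The largest effects in the lactose libraries, chosen after their values were seen, were those past the DEG limits. In LC, besides TrA1112W, the genes TrA0060C (2.52), TrA0224W (2.30), TrA2027W (2.97), TrB0305W (2.07), TrB1343C (2.42), TrE0502W (2.24), TrF0575W (3.42), TrF0577W (3.15), TrF0579W (3.06) and TrG1056C (2.55) were higher in Δ*res2* on the log2 scale, with adjusted p from 1.9e-07 to 0.00234 in the LC libraries fitted alone (edgeR's quasi-likelihood test) and 1.00 in the fit of all libraries. In LD, TrA0060C (2.16), TrG1056C (2.28), TrA2124W (2.01) and TrD0176W (2.12) were higher, with adjusted p from 9.9e-07 to 3.3e-04. In each of these comparisons, 2 libraries of a strain were compared with 2. TrF0575W, TrF0577W and TrF0579W lie together on chromosome VI from 2092099 to 2097580. Of the 77 genes that the paper names, 14 differed between the strains in LC and 23 in LD at an adjusted p under 0.05 with the libraries of the condition fitted alone, 8 of them in both, against 0 in each condition in the fit of all libraries (2 and 5 at an unadjusted p under 0.05). Those beyond 1 on the log2 scale were *hsp30* (2.56), TRIREDRAFT_45980 (1.42), TRIREDRAFT_62747 (1.28), TRIREDRAFT_77770 (1.27) and *snq2* (1.02) in LC, and TRIREDRAFT_120923 (1.86), *hxt13* (1.51), TRIREDRAFT_77770 (1.32), TRIREDRAFT_45980 (1.18), *are2* (1.16) and *gar1* (1.09) in LD, each higher in Δ*res2*. No explanation was tested for these genes.

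Of 8881 windows of 10 genes, 74 in 15 stretches had a strain effect at an adjusted p under 0.05. As many or more windows were found in 81 of 100 splits of the libraries within conditions (median 114, maximum 332), so that the strains gave no more than other groupings of the same cultures. Of these stretches, chromosome I from 6776222 to 6802305 (TrA2135W to TrA2140W) was singled out after its values were seen. Its 6 genes had a median strain effect of -2.90 in GC and -5.76 in GD, and a deletion there is argued against by the medians of 0.065 in LC and 0.012 in LD.

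Of 9847 genes with a position, 279 had under 3 counts in every library. At the start of chromosome VI from 87463 to 172633 (TrF0012W to TrF0045W), 23 of 30 genes did, 14 of them with 0 counts in each library. The longest run of such genes had 7 members, against at most 5 in 10000 random placements (permutation test of the gene positions, p = 0.0001, the smallest it can give). A silent chromosome end is argued against, since the other 13 ends had at most 5 such genes in as many. A candidate explanation is that both strains lack this stretch of the reference genome, since no other stretch of 30 genes had more than 6 such genes, and the remaining 7 genes of the stretch held at most 144 counts in a library. It was seen in both strains, so it has no bearing on their comparison.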
